# Genome-wide identification of *Azospirillum brasilense* Sp245 small RNAs responsive to nitrogen starvation and likely involvement in plant-microbe interactions

**DOI:** 10.1186/s12864-020-07212-7

**Published:** 2020-11-23

**Authors:** Vatsala Koul, Divya Srivastava, Pushplata Prasad Singh, Mandira Kochar

**Keywords:** Sstress response, sRNA, *A. brasilense* Sp245, RNA-seq, PGPB, sRNAscanner

## Abstract

**Background:**

Small RNAs (sRNAs) are non-coding RNAs known to regulate various biological functions such as stress adaptation, metabolism, virulence as well as pathogenicity across a wide range of bacteria, mainly by controlling mRNA stabilization or regulating translation. Identification and functional characterization of sRNAs has been carried out in various plant growth-promoting bacteria and they have been shown to help the cells cope up with environmental stress. No study has been carried out to uncover these regulatory molecules in the diazotrophic alpha-proteobacterium *Azospirillum brasilense* Sp245 to date.

**Results:**

Expression-based sRNA identification (RNA-seq) revealed the first list of ~ 468 sRNA candidate genes in *A. brasilense* Sp245 that were differentially expressed in nitrogen starvation versus non-starved conditions. In parallel, in silico tools also identified 2 of the above as candidate sRNAs. Altogether, putative candidates were stringently curated from RNA-seq data based on known sRNA parameters (size, location, secondary structure, and abundance). In total, ~ 59 significantly expressed sRNAs were identified in this study of which 53 are potentially novel sRNAs as they have no Rfam and BSRD homologs. Sixteen sRNAs were randomly selected and validated for differential expression, which largely was found to be in congruence with the RNA-seq data.

**Conclusions:**

Differential expression of 468 *A. brasilense* sRNAs was indicated by RNA-seq data, a subset of which was confirmed by expression analysis. Four of the significantly expressed sRNAs were not observed in nitrogen starvation while 16 sRNAs were found to be exclusively expressed in nitrogen depletion. Putative candidate sRNAs identified have potential mRNA targets primarily involved in stress (abiotic and biotic) adaptability; regulation of bacterial cellular, biological and molecular pathways such as nitrogen fixation, polyhydroxybutyrate synthesis, chemotaxis, biofilm formation and transcriptional regulation. In addition to directly influencing bacteria, some of these sRNAs also have targets influencing plant-microbe interactions through adhesion of bacteria to plant roots directly, suppressing host response, inducing plant defence and signalling.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07212-7.

## Background

The Alphaproteobacterial class of *Azospirillum* include physiologically distinct, rhizosphere competent, plant growth-promoting bacteria (PGPB) that promote the growth of a wide range of plants through diverse, direct and indirect mechanisms [1, 2]. Nitrogen fixation is not the most significant field function of this bacterial group, and it is the production of the plant growth regulators and their crosstalk which are the key signals for plant growth promotion effects [3–7]. Genome sequencing and analysis revealed that *Azospirillum* spp. which are now primarily established as plant-associated bacteria in the terrestrial habitat have actually transitioned from the aquatic environment [8, 9]. For improved adaptation in the rhizosphere, nearly 50% of its genome has been horizontally acquired from distantly related terrestrial bacteria [representatives of Rhizobiales (alpha-proteobacteria) and Burkholderiales (beta-proteobacteria)]. The horizontally transferred (HGT) genes consist of genes encoding cellulolytic activity (required for penetration into plant roots), attachment (using Type IV pili), and chemotaxis operon, among other essential genes required for plant-microbe interaction [8].

Specific genes involved in rhizosphere adaptation suggest niche-specific responses of the strains [9]. It is extremely important to study the extent of influence and regulation of these microbial plant growth regulators so that their effect on plants can be judged for their appropriate action and application. Basic knowledge about the modulation of key physiological properties of such PGPBs is crucial for understanding diverse aspects related to rhizosphere performance, modes of action and successful interactions with plant roots. Bacteria possess various regulatory mechanisms for stress adaptation and to improve the stress enduring capability, it is important to gather in-depth information of the underlying physiological and molecular mechanisms as well as unravel the participating intermediates especially during stress attacks [10–13]. The ensuing cellular cascade in response to changing environmental conditions is not always completely understood due to the lack of information about regulatory molecules such as small RNAs which play an essential role at the post-transcriptional level [14]. This knowledge will also help kindle ideas about how to advance the production and application strategies in PGPB inoculants.

In the last couple of decades, genome-wide searches in different bacteria have led to the discovery of a plethora of small, non-coding regulatory RNA molecules (sRNAs), which possess the capability to regulate expression of multiple genes, transcriptional factors, sigma factors, and chaperones, leading to profound effect on the cell physiology [14–17]. The bacterial sRNAs identified till now are heterogeneous in size and range from 40 to 550 bp, usually located in the intergenic regions and demonstrate a characteristic stem-loop secondary structure [18–22], though some exceptions exist [23]. A single bacterial genome is estimated to encode 200–300 sRNAs, possessing diverse functions such as plasmid replication [23], stress adaptation [24], regulating the expression of outer membrane proteins [25], iron homeostasis [26], quorum sensing [27] chemotaxis and biofilm formation [28], among others. Different studies have been carried out to discover sRNAs in plant-associated bacteria (PAB) like *Sinorhizobium meliloti, Bacillus subtilis, Bradyrhizobium japonicum, Azotobacter vinelandii,* and many others [29–34].

Azospirilla are the most well-known PGPB and consist of the strains Sp245, Sp7, and SM which are known to enhance the plant root morphology, specifically due to their two essential traits: biological nitrogen fixation (BNF) and biosynthesis of plant growth regulators (IAA, cytokinin, gibberellin, ethylene, and nitric oxide) [6, 35–37]. The genome size of *Azospirillum brasilense* Sp245 (GC content: 68.5%) is around 7.5 Mb distributed in seven replicons-main chromosome and six plasmids (AZOBR_p1-p6). Although its genome is sequenced, no study has been carried out to identify the sRNAs in this organism. The genome sequencing of *Azospirillum* sp. B510 revealed putative genes for two types of small RNAs: the B subunit of RNaseP (*rnpB*) and signal recognition particle RNA (*ffs*) [8], albeit no regulatory role has been associated with them so far.

In this study, we attempt to identify the sRNAs of *A. brasilense* Sp245 and quantify their transcription under nitrogen-limited conditions. Alongside genome-wide identification of novel sRNAs with follow-up Northern blots and qPCR, we provide a validated community resource for future studies. Many of these sRNAs may be involved in regulating important biological mechanisms such as plant growth regulators action, chemotaxis/motility, stress-responsive behaviour, nitrogen-metabolism, transcriptional regulation and plant association.

## Results

### Plant growth-promoting trait evaluation

Plant growth-promoting traits of *A. brasilense* Sp245 were investigated under various physiological conditions ranging from non-stressed to stressed nutrient conditions (predominantly carbon and nitrogen) to determine the variation in these traits which may be relevant in the rhizosphere niches for their functional behaviour. The results depicted in Table 1 indicate that polyhydroxybutyrate (PHB) production, NO production and Nitrogenase activity was significantly higher in both nutrient stress conditions in comparison to the non-stressed conditions while biofilm formation in nutrient stress conditions was not affected in strain Sp245. IAA production on the other hand was negatively influenced in both the nutrient stress conditions.

**Table 1:** Biochemical parameters of *Azospirillum brasilense* Sp245 under various physiological conditions ranging from non-stressed to stressed conditions reflecting the physiological competence of the strain

Set	Physiological conditions	μg IAA/OD (IAA production)	μg PHB/mg cell biomass (PHB accumulation)	OD_560_ per cellular OD_560_ -biofilm units (Quantitative Biofilm formation)	nmol/h (Ethylene Production, Nitrogenase activity)
N1	C + N	16.27 ± 0.046	11.3 ± 0.2	11.94 ± 1.26	0.05
N2	C/2 + N/2	10.02 ± 0.053 ^a^	54.2 ± 0.4 ^a^	13.02 ± 1.86	0.72 ^a^
N3	C + N/2	14.34 ± 0.028 ^a^	42.4 ± 0.4 ^a^	13.68 ± 0.98	0.75 ^a^
N4	C-N				0.39 ^a^

The values represent the average of three independent sets ± standard error from the mean

Statistical analysis was performed as described in Materials and methods

^a^, Values significantly different from strain Sp245 grown in set N1 at full strength C + N at *P* ≤ 0.05

IAA was quantified as mentioned previously. 1 mM Trp was added to each culture at the time of subculture and the respective substrates were added after 6 h of growth

### sRNA sequencing and prediction

RNA samples with high RIN value for VC (RIN 10) and VN (RIN 9.5) were used for RNA-seq. 

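SSM is a buffered succinate medium. According to the sample labels, VC cells were kept for 12 h at 30 °C in SSM with its full nitrogen, and VN cells for the same time with 0.5 of that strength. The labels give wheat root as the source and a pure culture as the tissue, and the samples were taken as cultures, as in the paper. In a TruSeq small RNA library the adapters are ligated directly to the ends of short RNAs, so fragments of longer RNAs are sequenced together with small RNAs. A single library was sequenced for each condition, so that the differences between VC and VN have no replicate check and no p-value was computed across genes. For each library, the authors deposited the number of reads counted on each of 6765 annotated genes of the chromosome and the plasmids, as raw counts in the layout written by featureCounts. The version of that program, its use of the strand, its treatment of reads that align to more than 1 place and whether reads or read pairs were counted are not given in the sources used here, nor is whether the size filter of 50 to 500 bp came before the counting. The counts summed to 3775040 in VC and 4107717 in VN. Table 2 gives 16557793 raw read pairs for VC and 27200643 for VN, and 5513335 and 7731698 pairs after filtering, so that the counts equal 68.5% and 53.1% of the filtered pairs. At least 1 count was found on 6729 genes in VC and on 6737 genes in VN, with a median of 152 and 144 counts over these genes. Differences are given as the log2 ratio, VN over VC, of the counts divided by the total count on genes of each library (CPM). Each ratio has an exact 95% interval, obtained with the Clopper-Pearson method from the VN share of the summed count. The intervals cover counting error only, since copies of a molecule made by PCR are counted as separate reads, and they do not cover the variation between cultures. A gene was called higher or lower in VN when its whole interval lay beyond a ratio of 1 and was left open otherwise. On libraries simulated with counting error alone, 4.05% of the 6352 unchanged genes received a call. A count of 0 still allows 3 counts, which is 0.795 CPM in VC and 0.730 in VN. The genes are listed in the files by a running number without the identifiers of the paper, so the sRNAs of the paper were paired with genes that have exactly the same start and end.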

The cDNA libraries were prepared and proceeded for sRNA sequencing on an Illumina NextSeq500 platform (Illumina, USA). QC of the raw data files (VC_R1, R2 and VN_R1, R2) has been given in Additional File 1. The processed output files were aligned to the reference genome using Bowtie v2.1.0 [38]. During the alignment, in VC 100% of the 5,513,335 reads were paired, out of which 4.57% were aligned concordantly zero times, 83.97% were aligned concordantly exactly one time and 11.46% were aligned concordantly more than one times. The total alignment rate obtained for VC and VN was 97.47 and 97.07% respectively. The summary of the outcome of each step of QC and differential expression analysis is shown in Table 2. 

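The files give neither names nor RNA classes, so genes of rRNA and tRNA were recognised by length, with the annotation of another assembly of the species (ASM311919v2) as a guide, in which the 5S rRNA genes are 116 bp long, the 16S rRNA genes 1485 bp, the 23S rRNA genes 2747 or 2748 bp and the tRNA genes 74 to 94 bp. The 6 genes of 116 bp held 4.32% of the VC counts and 4.65% of the VN counts, a log2 ratio of 0.11 (95% interval 0.10 to 0.12). Of these 6 genes, 2 were higher in VN and 0 lower, with log2 ratios from −0.003 to 0.52, the largest that of AbSp_22. The 4 genes of 1490 or 1493 bp, the 16S length in these files, held 1.12% (exact binomial 95% interval 1.11% to 1.13%) of the counts in VC and 7.34% (7.31% to 7.36%) in VN, and each of them was higher in VN, with log2 ratios of 2.57 to 2.83. For the 4 genes of 23S length or in the place of a 23S gene within such a cluster, the shares were 2.27% and 9.08%. Copies of an rRNA gene are near-identical and may share reads, so the genes of a class are not independent observations. The 83 genes of tRNA length held 1.88% of the VC counts and 2.90% of the VN counts. Together these 97 genes took 9.59% of the counts in VC and 24.0% in VN, and their counts equal 6.56% and 12.7% of the number of filtered read pairs in Table 2. Because this share differs between the libraries, leaving these genes out of the totals raises all log2 ratios by 0.25. Scaling to the filtered read pairs lowers them by 0.37, since the counts equal a smaller part of the pairs in VN than in VC.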

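The counted genes were set beside the sRNAs of 50 to 500 bp in Additional File 2, which lists 468 of them. Of these, 337 had exactly the same start and end as a gene of the files, and 374 had either such a gene or a gene that covered at least 80% of the sRNA. The other loci lie outside the annotated genes or only partly overlap them and have no count in the files. The longer sheet of that file was read in its first 1999 of 3860 rows, and 1129 of the loci there had the same start and end as a counted gene. For 278 sRNAs with an exact match, an FPKM above 0 in both conditions and at least 10 counts over both libraries, the log2 ratio of the FPKM values of the paper and the log2 ratio of the counts had a Spearman correlation of 0.823 and a Pearson correlation of 0.832, and 83.5% of them had the same sign. These correlations are across loci of a single pair of libraries, and loci are not independent replicates.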

By using Cufflinks, a total of *n* = 3860 transcripts with a difference in expression levels were predicted in the two samples (Additional File 2) (Old AF4), of which *n* = 468 had length between 50 and 500 bp under control and nitrogen-stress conditions (VC and VN, respectively). *N* = 59 sRNAs showed significant differential expression (FDR corrected *p*-value 0.05) and also had transcript length between 50 bp and 500 bp. and thus were further analysed for prediction of potential mRNA targets (Additional File 2). Of these sRNAs, 41 were up-regulated and 18 were downregulated in VN in comparison to VC (Table 3). 

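Over all genes with at least 10 counts in the sum of both libraries, 6574 in number, the counts differed by more than the counting error in 71.9%, with 1997 genes higher and 2732 lower in VN. The median log2 ratio was −0.15, and the central 95% of the genes lay between −2.65 and 3.20. A 4-fold or larger ratio together with a whole interval beyond 1 was found for 542 genes that were higher and 410 genes that were lower in VN. Among the 1584 genes of 50 to 500 bp, 171 were higher and 96 lower by this rule, against 234 and 65 with the upper quartile of the counted genes as the scale and 120 and 156 with the filtered read pairs of Table 2. The numbers depended on the scaling between the libraries. Over all lengths, 751 genes were higher and 253 lower by the same rule under the upper quartile, with the total of genes other than rRNA and tRNA lengths 686 and 297, and with the filtered read pairs of Table 2 the numbers were 379 and 725. Calls without the size limit numbered 2668 higher and 2084 lower under the upper quartile, and 1460 and 3375 under the read pairs.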

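Of the 59 sRNAs of Table 3, 39 had a gene with the same start and end, 6 more were covered to at least 80% by a gene, and 14 had neither. Of the 29 exactly matched sRNAs that Table 3 lists as up-regulated, 23 were higher in VN, none was lower and 6 were open. The 6 open ones had between 3 and 12 counts in both libraries together. Log2 ratios of the 23 ran from 0.88 for AbSp_8, with 12163 counts in VC and 24407 in VN, to 6.78 (95% interval 6.13 to 7.51) for AbSp_390, with 19 and 2267 counts. AbSp_313 rose from 42 to 2837 counts and AbSp_193 from 40 to 1809. Of the 10 exactly matched sRNAs listed as down-regulated, 5 were lower in VN, none was higher and 5 were open, the open ones with 11 to 286 counts in sum. The lowest ratio was that of AbSp_73, −4.32 (−4.51 to −4.13), from 4252 counts to 232, followed by AbSp_382 with 600 and 66 counts and AbSp_293 with 1170 and 154. AbSp_264, with 139 and 147 counts, and AbSp_391, with 95 and 86, did not differ by more than the counting error. When the sRNAs covered by a gene were added, 24 of 31 were higher and 8 of 14 were lower. The median log2 ratio was 3.57 over the 25 up-regulated sRNAs with at least 10 counts, above all of 10000 random lists of the same size and abundance (central 95% −0.97 to 0.40), and −1.16 over the 10 down-regulated sRNAs, at percentile 0.34 of such lists (−0.87 to 0.92). The percentiles describe these libraries only, and the study chose both lists from the same libraries. With scaling to the filtered read pairs, 22 up-regulated sRNAs were higher and 8 down-regulated sRNAs were lower, and with the upper quartile 25 and 4. In the paper, the reads were assembled with Cufflinks, Cuffdiff gave FPKM values and a p-value per transcript, and the paper states that 59 transcripts of 50 to 500 bp differed significantly after FDR correction, naming the paired Wilcoxon test for the FPKM values.

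**Figure D1:**
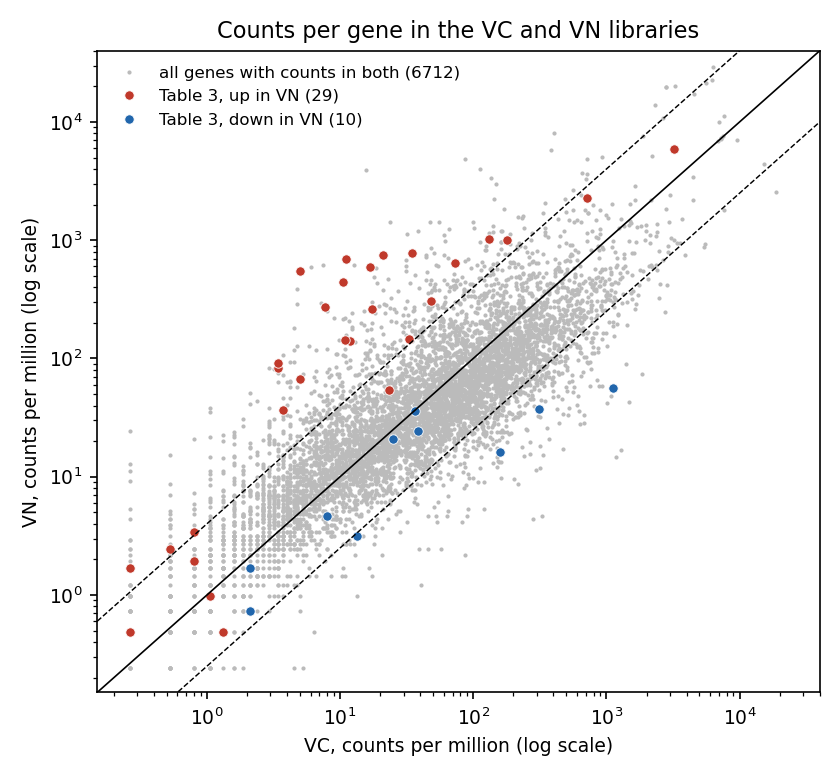
CPM of each gene in the VC library (x axis, log scale) and the VN library (y axis, log scale). Grey points are the 6712 genes with counts in both libraries, red and blue points the 29 up-regulated and 10 down-regulated sRNAs of Table 3 with an exact match, the solid line marks equal values and the dashed lines a 4-fold ratio. AbSp_390 lies far above the upper dashed line at 19 counts in VC and 2267 in VN, and AbSp_73 below the lower one.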

The secondary structures prediction by Mfold for these 59 significantly expressed sRNAs revealed that all of them attained the complex stem-loop conformations which are characteristic of known bacterial sRNAs. These 59 sRNAs were further annotated and investigated for potential mRNA targets to understand the important pathways regulated by them under nitrogen stress.

**Table 2:** Summary of sRNA sequencing analysis of *Azospirillum brasilense* Sp245

S.No.	Steps	VN	VC
1	Total number of raw sRNA sequence reads	R1: 27200643	R1: 16557793
		R2: 27200643	R2: 16557793
2	Total number of Reads after Adapter removal and Quality filtering at q20	R1: 7731698	R1: 5513335
		R2: 7731698	R2: 5513335
3	Mapping percentage with reference genome (*Azospirillum brasilense* Sp245)	97.07%	97.47%
4	Number of assembled reads (sRNA)	15,614	15,424
5	Assembled sRNAs sorted based on size 50-500 bp	3838	3788
6	Total number of differentially expressed sRNAs in both samples VN & VC (Additional File 2)	3860	
7	No. of differentially expressed sRNAs, between 50 and 500 bp length, (Additional File 2)	458	
8	No. of significantly differentially expressed sRNAs *p*value: < 0.05 (with FDR) & sRNAs length between 50 and 500 bp (Additional File 2)	59	
9	No. of Downregulated sRNA genes (Table 3)	18	
10	No. of Upregulated sRNA genes (Table 3)	41	

GenBank Assembly accession used for Bowtie: GCA_000237365.1

VC and VN imply strain Sp245 cells grown in SSM with the full strength of nitrogen and SSM with half strength of nitrogen, respectively

**Table 3:** Differentially expressed sRNAs in controlled nutrient conditions (VC) versus nitrogen stress conditions (VN) in *Azospirillum brasilense* Sp245

Upregulated sRNAs					Downregulated sRNAs				
sRNA_id	sRNA size	VC1 value	VN1 value	*p*_value	sRNA id	sRNA size	VC1 value	VN1 value	*p*_value
*AbSp_118*	225	0	37.8556	0.00005	*AbSp_119*	225	35.0559	2.83011	0.04805
*AbSp_136*	241	0	20.542	0.0019	*AbSp_124*	228	4.43713	0	0.0344
*AbSp_155*	255	43.9049	207.732	0.0484	*AbSp_149*	252	98.7514	1.16048	0.00055
*AbSp_177*	270	0	5.37379	0.039	*AbSp_159*	258	1100.41	9.23603	0.0018
*AbSp_189*	279	18.3086	556.103	0.00255	*AbSp_160*	258	5.46297	0	0.01445
*AbSp_19*	90	0	21.5451	0.02095	*AbSp_178*	270	25.8129	4.6556	0.04725
*AbSp_193*	282	42.0717	3283.41	0.00035	*AbSp_220*	300	68.0688	10.5244	0.04105
*AbSp_194*	282	630.942	7287.28	0.02545	*AbSp_252*	324	2.8567	0	0.0344
*AbSp_2*	74	19,184.8	224,650	0.0091	*AbSp_264*	330	58.9137	9.8017	0.031
*AbSp_214*	297	45.2875	397.939	0.03035	*AbSp_293*	363	237.893	30.1123	0.03395
*AbSp_219*	300	0	5.14205	0.0208	*AbSp_332*	396	21.2397	3.05772	0.01735
*AbSp_239*	315	20.0026	515.628	0.0033	*AbSp_382*	441	259.241	38.0665	0.0494
*AbSp_257*	326	58.2017	847.189	0.009	*AbSp_39*	183	10.8689	0	0.01445
*AbSp_268*	333	22.4175	921.357	0.0015	*AbSp_391*	450	39.8958	3.30199	0.00575
*AbSp_29*	165	27.5982	1100.28	0.00495	*AbSp_410*	462	141.891	15.8314	0.0264
*AbSp_294*	363	0	2.71895	0.039	*AbSp_450*	498	26.0091	3.96386	0.04145
*AbSp_308*	375	46.3089	1225.36	0.0029	*AbSp_51*	189	75.8142	12.4539	0.0439
*AbSp_313*	379	25.3495	654.802	0.00445	*AbSp_73*	201	9514.16	639.783	0.0073
*AbSp_314*	381	0	3.1861	0.00355					
*AbSp_324*	387	42.9103	368.276	0.023					
*AbSp_336*	402	18.0015	155.195	0.0307					
*AbSp_343*	408	98.3318	595.871	0.04125					
*AbSp_345*	411	3.53559	30.7108	0.04255					
*AbSp_347*	414	253.799	2065.6	0.04155					
*AbSp_355*	420	5.51417	255.763	0.0127					
*AbSp_359*	423	0	4.64154	0.0114					
*AbSp_38*	183	453.436	8048.83	0.01165					
*AbSp_390*	450	6.91909	1152.3	0.0025					
*AbSp_409*	462	4.64182	137.132	0.0083					
*AbSp_419*	471	12.6331	220.605	0.0047					
*AbSp_445*	492	0	9.78685	0.00165					
*AbSp_449*	498	20.2349	841.26	0.00065					
*AbSp_45*	186	0	193.89	0.0001					
*AbSp_58*	192	0	117.01	0.0001					
*AbSp_59*	192	0	10.2805	0.006					
*AbSp_64*	195	0	11.1888	0.006					
*AbSp_65*	195	0	3.64177	0.02095					
*AbSp_66*	195	0	4.41882	0.02095					
*AbSp_67*	195	8.7278	108.935	0.0322					
*AbSp_8*	76	3224.96	44,002.6	0.01065					
*AbSp_93*	210	0	7.97932	0.0208					

Out of the total predicted 3860 candidates, 12 sRNAs were randomly selected and used in the validation process by northern blot analysis with probes mentioned in Additional File 3. It was observed that the selected 12 sRNAs were expressed under both the non-stressed (control conditions (VC) as well as nitrogen stress-induced conditions (VN). 

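Of the 12 sRNAs taken to northern blots, 9 had the same start and end as a gene in the count files, and AbSp_153, AbSp_464 and AbSp_465 had no such gene. AbSp_461 lies at the same position as AbSp_13, on NC_016617 from 484253 to 484329, so that both share 1 gene. Each matched gene had counts in both libraries. AbSp_459 and AbSp_22, both of 116 bp and named as 5S rRNA genes in the paper's table, had 27288 and 26375 counts in VC and 30176 and 41189 in VN. Reads shared between near-identical copies make the count of any single rRNA or tRNA gene uncertain, since it is not known how the authors counted them. AbSp_460, of 160 bp, had 16849 counts in VC and 14067 in VN, a log2 ratio of −0.38 (95% interval −0.41 to −0.35). AbSp_466 fell from 1817 to 1655 counts. Among the genes of tRNA length, AbSp_463 had 1155 and 1581 counts, AbSp_4 had 424 and 554, AbSp_13 had 251 and 545, and AbSp_462 had 9 in VC and 30 in VN, fewer than the median gene of either library. The small differences of AbSp_4 and AbSp_463 changed sign when the libraries were scaled to the filtered read pairs, to −0.10 and −0.03, and that of AbSp_466 under the upper quartile, to 0.10. Under the upper quartile the difference of AbSp_460 shrank to −0.02, which is within the counting error. The paper's FPKM values for AbSp_459, AbSp_460, AbSp_462, AbSp_463 and AbSp_466 belong to longer loci that contain the sRNA.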

Apart from conforming to the known sRNA parameters (such as location and size), they possessed high FPKM values since that would make their detection possibly easy. Northern blot analysis revealed that all 12 sRNAs showed a single band (Additional File 3).

### *In-silico* identification of novel sRNAs

In parallel to the RNA-seq analysis, sRNAscanner was used to scan the multi-replicon genome of *A. brasilense* Sp245 (GenBank Assembly accession: GCA_000237365.1) to predict putative sRNAs. Two sRNAs labelled AbSp_464 (location: AZOBR_p4; NC_016596, sRNA locus: NC_016596.1:167096–167,348) and AbSp_465 (Location: AZOBR_p6; NC_016597 sRNA locus: NC_016597.1:36503–85,307) were predicted (Table 4). Both the computationally predicted sRNAs, AbSp_464 and AbSp_465 were also validated by Northern blotting **(**Additional File 3).

**Table 4:** Details of the sRNAs predicted by in silico analysis with sRNAscanner

sRNA	Genomic Location	Position	Sequence (5′-3′)	Length (bp)
AbSp_464^a^	Plasmid, AZOBR_p4	NC_016596.1:167096–167,348	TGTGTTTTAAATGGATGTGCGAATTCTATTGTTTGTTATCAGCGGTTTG	49
AbSp_465^a^	Plasmid, AZOBR_p6	NC_016597.1:36503–85,307	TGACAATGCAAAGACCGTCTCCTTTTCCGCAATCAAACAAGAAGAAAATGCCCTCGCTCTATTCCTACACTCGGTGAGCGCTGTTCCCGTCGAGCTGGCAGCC	103

^a^These sRNA were also identified through RNA-seq analysis

### Annotation of sRNAs

For preliminary functional annotation, the sRNA sequences were searched against the Rfam database and BSRD. Rfam database is a collection of RNA families comprising of non-coding RNA genes, structured cis-regulatory elements and self-splicing RNAs, while BSRD is a repository for bacterial small regulatory RNAs. A total of 4 of the 59 uncovered sRNAs in our study showed homology with previously reported sRNAs in BSRD while 2 entries show homology to the tRNA family in Rfam (Table 5, AbSp_39, AbSp_308, AbSp_345, AbSp_93, AbSp_2, AbSp_8), which also supports the finding that all the other identified sRNAs are likely to be novel.

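The positions of the sRNAs of Table 5 were taken from Additional File 2. The gene identifiers in Table 5 are not those that Additional File 2 gives for the same sRNAs, so the counts belong to the positions in Additional File 2, and it is open whether they belong to the genes named in Table 5. AbSp_308 has the start and end of a gene on the plus strand of NC_016618, from 198185 to 198559, and rose from 63 counts in VC to 2437 in VN, a log2 ratio of 5.15 (95% interval 4.79 to 5.54). AbSp_345 has those of a gene on the minus strand of the same plasmid, from 77458 to 77868, with 79 and 3077 counts, a log2 ratio of 5.16 (4.84 to 5.50). The sRNAs assigned to the tRNA family have the length of tRNA genes. AbSp_2 is 74 bp long, lies on NC_016594 from 365702 to 365775 and had 2687 counts in VC and 9278 in VN, a log2 ratio of 1.67 (1.60 to 1.73), and AbSp_8 is 76 bp long and lies on NC_016617 from 1659521 to 1659596. Over the 82 genes of tRNA length with at least 10 counts, the median log2 ratio was 0.72, with 50 genes higher and 19 lower in VN. AbSp_39 has no gene of the same position, but lies within a gene of 216 bp that fell from 90 to 26 counts. AbSp_93, on NC_016595 from 427467 to 427676, overlaps no gene of the files and has no count.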

**Table 5:** *Azospirillum brasilense* Sp245 sRNAs with homologs in BSRD and homology with Rfam families

sRNA Id	sRNA gene ID	Subject	Strain name	Score	E-value	Alignment Length / homology (%)	Function
AbSp_39	AZOBR_RS26955	sgur2698.1	*Geobacter uraniireducens* Rf4	34.2	0.036	100	Cyclic di-GMP-II riboswitch
AbSp_308	AZOBR_RS37495	scch1500.1	*Chlorobium chlorochromatii* CaD3	36.2	0.021	100	Regulatory element
AbSp_345	AZOBR_RS30660	ssme817.1	*Sinorhizobium meliloti* 1021	36.2	0.019	100	cis-encoded antisense RNA
AbSp_93	AZOBR_RS24525	seco498.1	*Escherichia coli* K12 MG1655	50.1	7.00E-07	96	Trans-encoded antisense RNA
AbSp_2	AZOBR_RS36450	RF0000	-NA	63.1	1.20E-14	100	tRNA family
AbSp_8	AZOBR_RS18695	RF00005	-NA	60.2	7.90E-14	100	tRNA family

### Conserved motifs and promoter prediction

All 59 sRNA sequences were used for motif prediction using MEME at default parameters, and the top 3 motifs were selected based on high score, length (> 9 nucleotides), and *p*-value (< 1e-10). The results indicated that sRNAs share common motif sequences (Additional File 4). Searching these motifs in the motif database using a comparison tool, TOMTOM [39] revealed that motif M1 possessed homology with the transcriptional regulator AlgR which controls a variety of virulence factors, including alginate production, twitching motility, biofilm formation, and hydrogen cyanide production in *Pseudomonas aeruginosa* [40]. Motif M2 shares similarity with *Escherichia coli* RutR which is the master regulator of genes involved in pyrimidine catabolism [41] while motif M3 was homologous to the motif present in the transcriptional factor, *Pseudomonas* sigma regulator (PsrA) involved in bacterial epiphytic fitness, quorum sensing and plant interactions [42].

BPROM [43] predicted the presence of one promoter each in the upstream region of 19 sRNAs, while no promoters could be predicted for other significantly expressed sRNAs **(**Additional File 4). Additionally, AbSp_465 revealed the presence of a RpoD17 binding site at position 96 for the promoter predicted at position 77. For AbSp_459 presence of RpoD19 and RpoD17 binding sites were observed at positions 570 and 574, respectively for the promoter predicted at position 588. For other sRNAs with predicted promoters, no known sigma-factor binding sites (within 500 bp upstream region) were observed for their promoters.

### Prediction of target mRNA

Target prediction for the selected 59 sRNAs was done using IntaRNAv2.0 [44]. In total, 56 different gene targets were predicted (which fall under different functional categories) for the 59 sRNA candidates (Additional File 5). Many of these targets (~ 20) are known to be involved in plant-microbe association and interactions at varying levels. Some of the gene targets were significantly frequent among the differentially expressed 59 sRNAs (Fig. 1a). The highly enriched category included ABC proteins, which included ABC transporter proteins, ATP-binding protein, ABC transporter permease, ABC transporter substrate-binding protein, Amino acid ABC transporter permease, Amino acid ABC transporter substrate-binding protein, iron ABC transporter permease and iron ABC transporter substrate-binding protein and was commonly predicted for 31 of the identified 59 sRNA candidates. The next prevalent category consisted of transcriptional regulators including AbrB, AsnC, XRE, GntR, IclR, LysR, MarR, MarC, TetR/AcrR families of transcriptional regulators and was shared between 15 candidate sRNAs. The gene-class and frequency of putative mRNA targets relevant for plant-microbe interactions were compared between groups of sRNA candidates with (a) upregulated expression in VN (Fig. 1b) and (b) down-regulated expression in VN (Fig. 1c). ABC transporters, transcriptional regulator proteins, Histidine based regulatory proteins (including lyase, kinases response regulators etc.), DNA binding response regulator and glycosyltransferases were commonly shared target protein families between the sRNAs that were either upregulated or down-regulated on exposure to nutrient stress in sample VN. Noticeably, targets of preferentially downregulated sRNAs included the transcriptional regulator protein MarC, methyl-accepting chemotaxis protein and DUF-domain (EAL domain) containing proteins were preferentially predicted for the group of sRNAs showing significantly downregulated expression in VN.

**Fig. 1:**
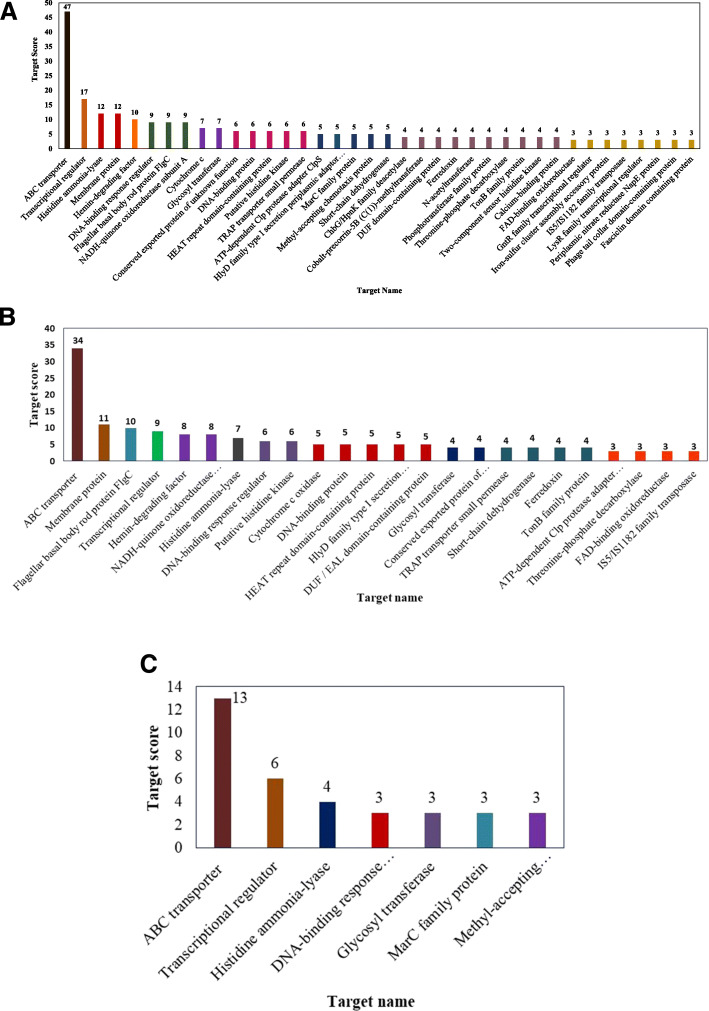
Targets predicted for each of the 59 candidate sRNAs identified in this study (**a**). The gene-class and frequency of putative mRNA targets relevant for plant-microbe interactions was compared between sRNA candidates with upregulated expression in VN (**b**) and downregulated expression in VN (**c**). For ease of graphical representation, only those targets with score ≥ 3 are shown. For further details please see Additional File 5

On the other hand, targets favourably predicted for the upregulated sRNA in VN included the flagellar basal body rod protein, membrane protein and hemin-degrading factor (Additional File 5). This could imply towards increased motility under nitrogen stress conditions leading to improved colonization of host plant roots and better establishment of the bacterium in the root niches. With the target flagellar basal body rod protein FlgC, AbSp_2 and AbSp_93 could negatively regulate the motility of *A. brasilense* by regulating flagella structural components. A similar response has been observed in *Salmonella enterica* [45].

Fourteen of the 59 significantly differentially expressed candidate sRNAs were coded by non-protein-coding genes as no InterProScan search hits were found (Additional File 6). From these 14 sRNAs, a large proportion may likely be novel sRNAs with no known sRNA homology. Target prediction output for sRNAs from non-protein-coding loci of *A. brasilense* Sp245 suggested ABC transporter proteins, histidine ammonia-lyase, transcription regulators and hemin degrading factor as the prominent targets (Fig. 2, Additional File 6). 

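In Table 3, 8 of the 14 sRNAs without an InterProScan hit have a higher FPKM in VN and 6 a lower one. Additional File 6 labels 6 of them as up-regulated and 8 as down-regulated, and each of its 14 labels is opposite to the direction of the FPKM values in Table 3. Of the 14 sRNAs, 6 have the same start and end as a gene in the count files. AbSp_390, AbSp_345, AbSp_239 and AbSp_2 were higher in VN. AbSp_239 had 45 counts in VC and 581 in VN, a log2 ratio of 3.57 (95% interval 3.13 to 4.04). AbSp_160, with 8 counts in VC and 3 in VN, and AbSp_252, with 8 and 7, were open. Additional File 6 labels the 4 sRNAs that were higher in the VN counts as down-regulated.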

Interestingly, 6 of these were upregulated while 8 were down-regulated in nitrogen stressed conditions in *A. brasilense* Sp245. These may likely be involved in the nutrient stress response and consequent regulation of the bacterial physiology. Altogether, the sRNA targets prediction suggested possible comprehensive involvement of the sRNAs in the regulation of various essential bacterial biological networks and plant growth influencing functions such as those mentioned in Fig. 3. Functional evaluation of a selected few candidate sRNAs is being taken up in our lab and may also be the focus of future studies of different research groups.

**Fig. 2:**
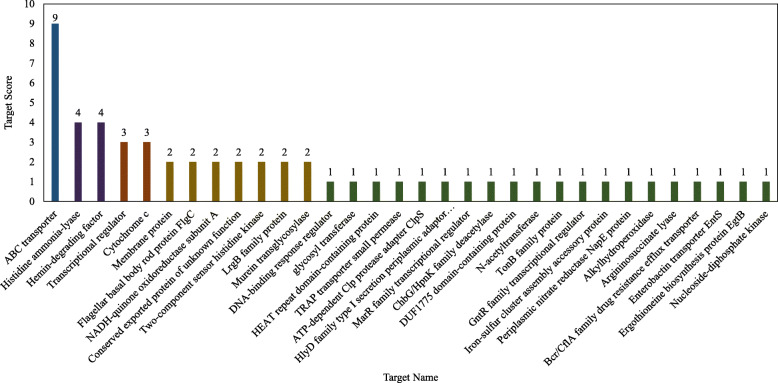
Target prediction output for the 14 of the 59 significantly differentially expressed candidate sRNAs from non-protein coding loci of *A. brasilense* Sp245 suggested ABC transporter proteins, histidine ammonia lyase, transcription regulators and hemin degrading factor as the prominent targets

**Fig. 3:**
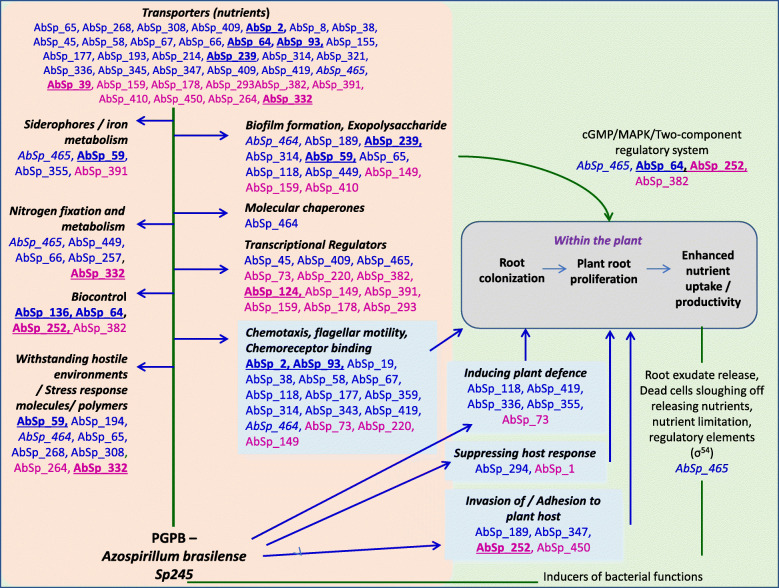
Model highlighting ~ 60 sRNAs from *A. brasilense* Sp245 with predicted targets likely to influence plant association, colonization, productivity as well as regulation of various essential bacterial biological networks and plant growth influencing functions. sRNAs with upregulated targets are highlighted in blue while those that have downregulated targets are indicated in pink. The sRNAs from non-protein coding loci are underlined

### Validation of differential expression of sRNAs

Sixteen sRNAs out of a total of 59 were selected for validation by quantitative RT-PCR. These sRNAs were selected based on (i) highly significant differential expression between VC and VN (unstarved versus nitrogen starved conditions) or (ii) role in the regulation of important mRNA targets. The selected sRNAs and primers designed are shown in Additional File 7 and the results of differential expression analysis are shown in Fig. 4. 

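Of the 16 sRNAs chosen for qRT-PCR, 7 have the same start and end as a gene in the count files, AbSp_39 and AbSp_64 are covered by a gene, and 7 have no gene. Among the exact matches, AbSp_449 had 29 counts in VC and 1111 in VN, a log2 ratio of 5.14 (95% interval 4.61 to 5.72), and AbSp_239 and AbSp_2 were higher in VN as well. AbSp_149 had 145 counts in VC and 100 in VN, a log2 ratio of −0.66 (−1.04 to −0.28). The counts of AbSp_65, 1 in VC and 2 in VN, and those of AbSp_160 and AbSp_252 gave intervals on both sides of 0, and so did the gene that covers AbSp_64, with 5 and 13 counts. The gene that covers AbSp_39 was lower in VN, with a log2 ratio of −1.91 (−2.60 to −1.27). With the total of the counts as the scale, the point estimate had the direction of Table 3 for each of these 9 sRNAs, and the counting error left the direction open for AbSp_65, AbSp_64, AbSp_160 and AbSp_252. With the upper quartile as the scale, AbSp_252 went to 0.04 and AbSp_149 to −0.30, which left AbSp_149 open as well. The genes of 16S length were also used as the scale, a choice made after the data were seen. AbSp_2 then went to −1.05, AbSp_64 to −1.46 and AbSp_65 to −1.84. AbSp_449 stayed above 0 at 2.42 and AbSp_239 at 0.85, and the sRNAs listed as down-regulated stayed below 0. The counts of 16S length come from short fragments in a small RNA library. They need not follow the 16S rRNA that served as the reference of the qRT-PCR.

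**Figure D2:**
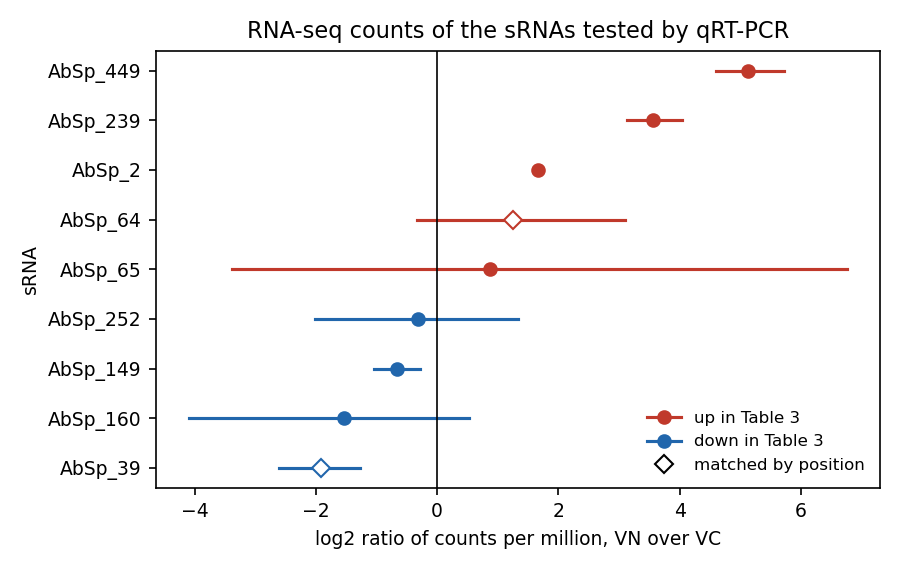
Log2 ratio of the CPM, VN over VC (x axis), of the 9 sRNAs of the qRT-PCR with a gene in the count files (y axis). Circles are exact matches, open diamonds are genes that cover the sRNA, lines are exact 95% intervals for the counting error of 1 library per condition, and red and blue mark sRNAs listed as up- and down-regulated in Table 3. The interval of AbSp_449, 4.61 to 5.72, lies far from 0, while that of AbSp_65, −3.39 to 6.76, spans 0.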

Generally, the trend observed with RNA-seq data was also observed with the qRT-PCR analysis. Further, the 4 sRNAs (AbSp_124, AbSp_160, AbSp_252 and AbSp_39 did show very low or almost negligible expression along with the downregulated AbSp_119 and AbSp_149 sRNAs. AbSp_118, AbSp_136, AbSp_2 and AbSp_449 were found to be significantly expressed in nitrogen starvation response of *A. brasilense* Sp245. Other upregulated nitrogen starvation responsive sRNAs were AbSp_59, AbSp_64, AbSp_65, and AbSp_464 (Fig. 4). AbSp_465 did not show a significant fold change in expression even though RNA-seq data seemed to indicate that it is nitrogen starvation responsive sRNA This warrants further investigation and may be due to an interplay with other regulatory molecules.

**Fig. 4:**
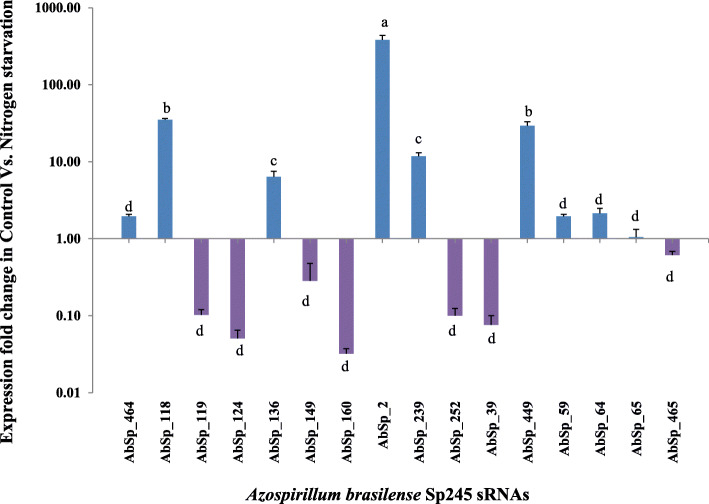
Differential expression validation of selected sRNAs by quantitative real time PCR. The mean of normalized expression fold change data of 3 replicates is reported along with the standard error from mean. The data was statistically analysed for variance by ANOVA followed by Duncan’s Post hoc analysis at *P* ≤ 0.05. Note: ^a, b, c, d^ reflect the significance in sRNA expression in nutrient starvation at *P* ≤ 0.05

## Discussion

In order to survive in the rhizosphere, the microorganisms need to constantly adapt to the changing environment. These environmental conditions, for example, change in temperature, nutrition, pH, salt concentration etc., may sometimes be favourable or otherwise pose a challenge and induce stress responses in the bacteria [46]. The IAA produced in nutrient stressed conditions by strain Sp245 have been observed to be significantly lower while the nitrogenase activity and PHB produced by the strain were significantly higher than in unstressed conditions. As such the IAA and PHB production is known to be regulated or enhanced in nutrient deficiency in *A. brasilense* Sp245 [47, 48]. The bacterial defence mechanism is usually a cascade of events with multi-layer regulation. The ensuing cellular cascade in response to environmental stresses is not always completely understood due to insufficient information of regulatory molecules which play an essential role at the post-transcriptional level. The cumulative impact of all the members of the complex regulatory network enables the bacterial cells to adapt and survive under a dynamic environment [24, 49]. Various studies have exploited the RNA-seq approach to reveal previously undetected small RNAs across numerous bacterial and cyanobacterial species including strains of *Pseudomonas aeruginosa*, *P. putida* and *P. syringae* [50, 51], *Neisseria gonorrhoeae*, *Salmonella enterica* and *Streptococcus pyogenes* [52–55], *Vibrio cholerae* [56, 57], and *Synechocystis* sp. PCC6803 [58]. A genome-wide search for novel regulatory RNAs and identified sRNA RyhB, in the model organism, *E. coli*, which was later, found to regulate the expression of genes in iron homeostasis [25, 26]. The efficiency and sensitivity of the existing sRNA prediction tools can be improved by suitably modifying their algorithm in accordance with the bacterial genome of interest. A recent exercise of modulation of existing sRNA prediction tools with *Agrobacterium* strains led to the prediction of 384 sRNAs [59]. We thus used a combinatorial approach involving RNA-seq and computational tools for genome-wide detection of sRNAs in the *A. brasilense* Sp245 bacterial genome. The RNA-seq data analysis indicate the presence of many novel sRNAs in *A. brasilense* Sp245. Additionally, 2 sRNAs (AbSp_464 and AbSp_465) were also recovered through *in-silico* analysis. The identification of both these sRNAs from RNA-seq data is note-worthy.

Differential RNA-seq (dRNA-seq) led to the identification of genome-wide transcriptional start sites (TSSs) and differentially expressed genes in gram-positive PGPR *Bacillus amyloliquefaciens subsp. plantarum* FZB42, grown under different rhizosphere-mimicking conditions (in the presence of root exudate and soil extract). This study also revealed 86 sRNA candidate genes, of which 13 were previously known sRNAs [34]. Out of 86 potential candidates, only 19 candidates could be detected as distinct transcripts. Whole-genome survey of *Sinorhizobium meliloti* by deep-sequencing revealed that 3% of its genes code for trans-encoded sRNAs [60]. A study using nutrient starvation stress response as the key physiological indicator in *Salmonella enterica* SL1344 and confirmed that 63 sRNAs are differentially expressed in this bacteria in different growth conditions [53]. Out of these, many are involved in varying degrees in the carbon-starvation stress response of the bacterium. In lines with these results, our study also reports the discovery of ~ 468 differentially expressed candidate sRNAs from non-stressed vs. nitrogen-starved *A. brasilense* Sp245 cells. Of these, 59 sRNAs are differentially expressed (41 sRNAs upregulated and 18 downregulated sRNAs) with 16 sRNAs being exclusively expressed in nitrogen starvation and 4 sRNAs not being expressed in nitrogen depletion conditions. 

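In Additional File 2, 16 of the 59 sRNAs have an FPKM of 0 in VC and 4 have an FPKM of 0 in VN. Of the 16, 9 have the same start and end as a counted gene, and all 9 had between 1 and 19 counts in VC, 4 of them more than 3 counts. AbSp_45 had 19 counts in VC and 273 in VN, a log2 ratio of 3.72 (95% interval 3.05 to 4.48), and AbSp_58 had 14 and 150. AbSp_294 had 4 counts in each library, and AbSp_19 had 5 in VC and 2 in VN. Of the 4 sRNAs with an FPKM of 0 in VN, AbSp_160 and AbSp_252 have such a gene, with 3 and 7 counts there. None of the 39 exactly matched sRNAs of Table 3 had 0 counts in either library. When at least 10 counts were required for detection, 2 of the 39 were detected in VN only and none in VC only. The paper states the exclusive expression of 16 sRNAs in VN and the absence of 4 from it without saying there from which values. For the 4, AbSp_124, AbSp_160, AbSp_252 and AbSp_39, its qRT-PCR section separately reports little or hardly any expression. The FPKM values are on assembled transcripts and the counts on annotated genes, so they need not rest on the same reads.

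**Figure D3:**
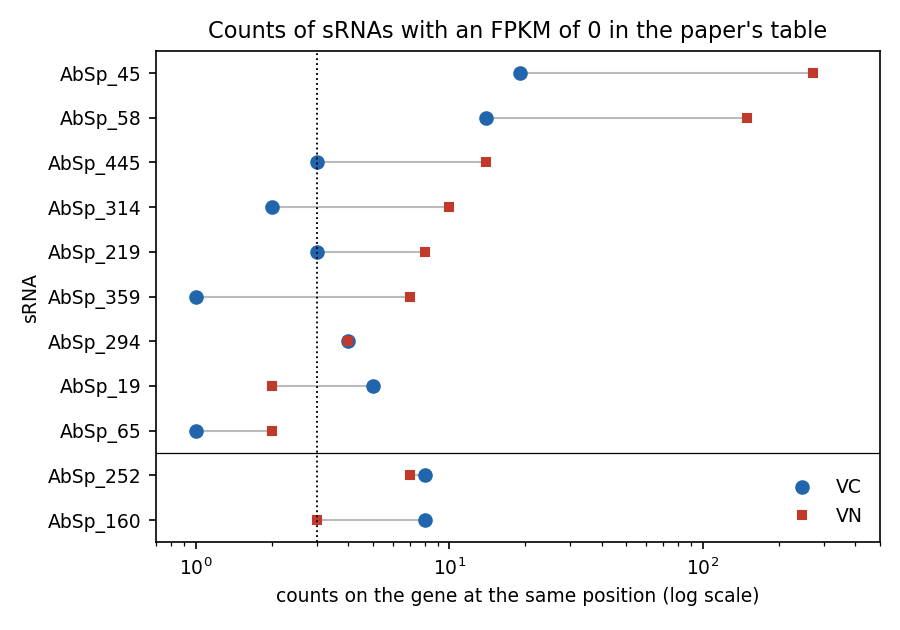
Counts in VC (blue circles) and VN (red squares) on the x axis (log scale) for the sRNAs of Table 3 that have an FPKM of 0 in a condition and an exact match among the counted genes. The 9 sRNAs above the horizontal line have an FPKM of 0 in VC and the 2 below it an FPKM of 0 in VN, and the dotted line marks 3 counts. Each sRNA has at least 1 count in both libraries, 19 in VC for AbSp_45.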

53 of the 59 are potentially novel sRNAs as they bear no BSRD or Rfam homology and 16 have been functionally validated for differential expression.

To identify the biological function of the bacterial sRNAs, use of an *in-silico* approach for target prediction is commonly conducted to recognize potential mRNA targets and thereby the regulatory networks influenced by the sRNA. *P. aeruginosa* has been shown to possess iron-responsive sRNAs, PrrF1 and PrrF2 [61], and heme-responsive sRNA, PrrH [62]. This study employed an approach similar to ours, to determine potential targets of PrrH and subsequently, its involvement in virulence was hypothesized. The regulatory RNAs in *Actinobacillus pleuropneumoniae* were predicted using multiple *in-silico* tools and post their experimental validation; the possible mRNA targets were investigated to identify the pathways in which the sRNAs might be functional [63].

It is likely that *A. brasilense* candidate sRNAs of the *marC* target gene may be involved in the stress response regulation of *A. brasilense*. DUF or the GGDEF domains are involved in processing cyclic-di-GMP, a universal bacterial second-messenger molecule [64, 65]. Cyclic-di-GMP is critical to the regulation of key bacterial functions are motility, chemotaxis, capsular polysaccharide formation, biofilm formation and cellulose synthesis [66]. The *Azospirillum* genomes encode a large number of proteins that are likely involved in cyclic-di-GMP metabolism and these together regulate host specificity and environment-specific adaptation of the bacteria in the soil niches. Whether cyclic-di-GMP physiologically regulates the *mcp* gene and other genes involved in chemotaxis is yet to be seen. Further studies would be needed to confirm this.

Located between a metallo-dependent amidohydrolase and the sulphite exporter TauE (also a DUF family protein), the probable mRNA targets of AbSp_136 were protein export membrane protein, enterobactin transporter, hemin-degrading factor and the LgrB family protein. Enterobactin is a string Fe (III) chelator thereby helping bacteria scavenge Fe and hydroxyl groups (hydrolyzed enterobactin) not only to meet their critical requirement but simultaneously reduce oxidative stress [15]. LgrB is a paralog of the *lgrE* gene (large GC rich genes belonging to the DUF family) which is related to Nucleotide-binding Oligomerization Domain (NOD) containing proteins involved in regulating apoptosis and phytopathogen resistance (R genes) in plants.

Overall, the model presented in Fig. 3 highlights the sRNAs from *A. brasilense* Sp245 which have predicted targets with the potential to influence plant association, colonization, productivity as well as modulation of bacterial and plant physiology in plant-microbe association conditions. These include nitrogen-fixation and utilization, siderophores and iron homeostasis, biofilm formation, exopolysaccharide production, nutrient transporters, high-temperature stress adaptability, capability to withstand hostile environments and stress responsive behaviour (including the carbon storage polymer, poly hydroxyl butyrate production), chemotaxis/motility, adhesion to plant roots, induction of plant defence and suppression of plant response and transcriptional regulation. There are possibly over 60 sRNAs with likely involvement in plant association and growth promotion alongside plant-microbe interactions. It is also likely that many of the candidate sRNAs that are not differentially expressed in nutrient starvation conditions may still have a regulatory role in plant-microbe interactions and traits relevant to the same, either directly or through Hfq - pairing or antisense base – pairing. It is hence a strong possibility that further experimental evidence may confirm that the number of sRNAs involved in *Azospirillum*-plant interaction may be even greater than those identified in this study.

The eubacterial sRNAs generally do not contain expressible ORFs, although some of them, such as SgrS or RNAIII of *Escherichia coli* or *Staphylococcus aureus*, also contain coding regions [16]. It may also be the case with some of the sRNAs identified in this study from *A. brasilense* Sp245. The characteristic stem-loop, secondary structure of the sRNAs protects the molecule and essentially its binding sites from RNase degradation within the cellular environment. The presence of rho-independent terminators is a well-documented phenomenon for Hfq-dependent sRNAs [67–69], and only in case of 3 sRNAs terminator sequences could be predicted, suggesting the dependence of these 3 sRNAs on the RNA chaperone (Hfq, AbSp_67, AbSp_149 and AbSp_159). For the remaining sRNA either independence of Hfq or the presence of some additional mechanism for Hfq-sRNA interaction may well be observed when studied in greater detail.

The bacterial sRNAs were initially not known to possess recurrent or conserved nucleotide motifs [70], however, recent studies have revealed that certain sRNA families contain protein binding motifs to inhibit the interaction of the protein with their target mRNAs. Also, sRNAs possessing a common motif in their binding sites suggest them to have similar target mRNAs [16]. The function of the sRNA can primarily be judged by the presence of conserved motifs and the promoters. The motif prediction of the 59 significantly expressed sRNAs revealed that they shared common motif sequences (M1, M2 and M3), which possessed homology with essential bacterial transcriptional regulators which influence cellular mechanisms such as chemotaxis, biofilm formation, quorum sensing, plant interaction, virulence, among many others [71]. The presence of such master transcriptional regulation motifs corroborated the role of sRNAs identified in our study as putative global regulators which may influence essential cellular cascades in the physiology and function of plant growth-promoting bacteria.

The sRNA promoters are sensitive to environmental fluctuations and regulate the sRNA expression in response to stress [14]. A recent study has revealed that the properties of the sRNA promoter influence the negative feedback circuit existing between two-component systems, EnvZ-OmpR and the sRNAs OmrA/B [72]. The promoter prediction uncovered the presence of one promoter each in the upstream region of 19 sRNA sequences, and sRNAs AbSp_465 and AbSp_459 possessed RpoD binding sites. RpoD is a primary sigma factor expressed during exponential growth and preferentially transcribes genes associated with fast growth, such as ribosomal operons and other protein-synthesis related genes. Further studies corroborating the functional characterization of the sRNAs are required to establish and enhance our understanding of the underlying mechanism of stress adaptability in *Azospirillum* and its interaction with various host plants.

## Conclusions

Over the years the sRNA identification in PAB and their expression study under different growth conditions, and their functional characterization have improved the knowledge of bacteria-host interactions. We have integrated an RNA-seq and in silico sRNA identification approach to generate the first list of candidate sRNAs in the well-known PGPB, *A. brasilense* Sp245. These have been curated in non-starved and nitrogen starved conditions and observations made point towards the regulatory role of the identified and validated sRNAs in *A. brasilense* Sp245 in not only bacterial stress tolerance but also plant-microbe association and interactions leading to plant growth promotion. The comprehensive analysis of the candidate sRNAs presented in this paper highlights the existence of functionally important sRNAs in non-stressed and nitrogen starvation conditions in *A. brasilense* Sp245. This research will stimulate further work in the field of PGPB, improvement of their efficacy and subsequent development of improved *Azospirillum*-based bioformulations which could further reduce the use of chemical fertilizers and enhance the productivity of the associated plants exposed to abiotic stress.

## Methods

### Bacterial strain, media and growth conditions

*A. brasilense* Sp245 (obtained from Prof. Gladys Alexandre, The University of Tennessee, USA) was used in this study. The bacterial culture was maintained on Luria–Bertani agar with 50 μg/ml ampicillin. The purity of the culture was checked periodically on modified nitrogen-free basal (OAB) medium as described [73]. For all experiments, an initial OD_560_ of 0.1 (unless otherwise stated, ~ 2 × 10^7^ cfu/ml) was maintained by subculturing the overnight-grown culture of strain Sp245 (18 h) in 20 ml of buffered standard succinate medium (SSM) [74]. The cells were grown at 30 °C, 180 rpm for all experiments.

### Plant growth-promoting trait evaluation

The PGPR traits relevant for plant growth were evaluated by quantifying the plant growth regulator, IAA; nitrogenase activity, poly-β-hydroxybutyrate (PHB) production and biofilm formation. IAA produced by the bacteria was quantified according to [6, 75]. The three conditions were: SSM with full strength Carbon and Nitrogen (C + N; N1); SSM with half strength Carbon and Nitrogen (C/2 + N/2; N2); SSM with full strength Carbon and half strength Nitrogen (C + N/2; N3) in presence of the precursor, 1 mM L-Trp. To account for the variation caused by the growth, IAA values were normalized to the cell density (OD) in each set and were thus represented as μg IAA/OD.

Quantification of PHB production was carried out indirectly based on the principle that the hydrolysis of PHB using concentrated H_2_SO_4_ produces crotonic acid which can be easily quantified by HPLC [76]. Since the production of PHB is maximum during stationary phase, overnight grown wild-type strain, Sp245, grown at three nutritional conditions (N1, N2 and N3) were harvested by centrifuging 10 ml culture at 5000×g at 4 °C for 10 min. The bacterial pellet was resuspended in 1.5 ml sterile distilled water and the cell suspension was transferred to a pre-weighed 2 ml eppendorf tube. The cells were pelleted by centrifuging at 10,000×g at 4 °C for 2 min. The cell pellet was stored overnight at − 20 °C and subsequently lyophilized (up to 16 h). The dry cell weight was measured to normalize the amount of PHB, to account for the variation caused by the culture growth. The dry cell pellet was transferred into a borosilicate glass tube and crushed using a spatula after addition of 1 ml concentrated H_2_SO_4_. The glass tube was incubated for 30 min at 90 °C in an oven and subsequently cooled on ice. Four ml 7 mM H_2_SO_4_ was added to the tube and mixed by vortexing. The sample was diluted 2-folds, filter-sterilized and 10 μl aliquot was analysed using HPLC system (Shimadzu, Kyoto, Japan). The sample was analysed based on crotonic acid standards (Sigma-Aldrich, USA), in 30% acetonitrile in water (pH 2.8; set with H_3_PO_4_) in a reverse-phase column [Luna® 5 μm C18(2) 100 Å, 250 mm × 4.60 mm, Phenomenex, USA] at a flow rate of 0.5 ml/min at 210 nm with a UV detector.

Biofilm formation was measured by crystal violet binding assay using the microtitre plate [77]. The bacterial strain was grown overnight in LB medium and 1% of it was sub-cultured in 10 ml SSM medium. From this, 100 μl culture was pipetted in a fresh 96-well microtiter plate, the plate was covered and incubated at 30 °C for 48 h, under static conditions. Post incubation, the wells were washed thoroughly with sterile, distilled water to remove planktonic bacteria. To each well, 125 μl of 0.1% crystal violet was added and the stain was removed after 10 min of incubation at RT. The plate was air-dried and 200 μL of 95% ethyl alcohol was added to each stained well to solubilize the dye. The contents of each well were mixed and 125 μL of the crystal violet/ ethyl alcohol solution was transferred to a fresh microtitre plate. The absorbance at 560 nm was measured using Synergy H1 microplate reader (Biotek, USA). All values were normalized with cellular OD_560_ and hence the biofilm formation was represented as OD_560_/cellular OD_560_.

To estimate the nitrogenase activity, acetylene reduction assay [78] and ethylene produced by the bacteria was used as an indirect method since acetylene is a competitive inhibitor of the nitrogenase enzyme activity. Based on this, glass test tubes (30 mL) containing 5 mL of modified SSM media (half- nitrogen and minus nitrogen; C/2 + N/2, C + N/2, C-N) were inoculated with 10 μL of adjusted cell suspension. The headspace in the test tube was 25 ml. The bacterial cells were grown in the 3 nutrient conditions at 30 °C for 48 h (time required to grow the pellicle), the tubes were sealed with a rubber stopper and 1 mL of acetylene gas was injected into the tubes. Gas samples were removed after an incubation time of 1 h and assayed for ethylene using a gas chromatograph, equipped with a flame ionization detector and a Porapak N column. The amount of ethylene produced by the bacterial strains was calculated using the ethylene standards and the final amount of gas in 25 ml headspace subsequently obtained. Bacterial cells grown in SSM media (C + N) were used as control for comparison.

### RNA sequencing

#### Total RNA extraction

The wild-type strain Sp245 was grown under two nutritional conditions: control (VC - SSM with the full strength of nitrogen, N1) and stress-inducing (VN - SSM with half strength of nitrogen, N3). The two samples were labelled as VC and VN, respectively, during the study. Total RNA was extracted using the Ambion PureLink RNA Mini kit (Invitrogen) as per the manufacturer’s instructions with certain modifications (for homogenization of the cell lysate, the lysate was centrifuged at 8000 rpm for 2 min and subsequently proceeded for binding as described in the kit manual). The RNA quantity and quality were determined using the Qubit® Fluorometer and Bioanalyzer (Agilent).

### cDNA library preparationg and next-generation sequencing (RNA-seq)

sRNA libraries were constructed for sequencing according to the Illumina TruSeq Small RNA library protocol outlined in “TruSeq Small RNA Sample Preparation Guide” (Part#15004197Rev.G- December 2014). The prepared library was quantified using Qubit Fluorometer and validated for quality by running an aliquot on the high sensitivity Bioanalyzer Chip (Agilent). The cDNA library was proceeded for sRNA sequencing on an Illumina NextSeq500 platform (Illumina, USA). The sRNA-seq data for both samples, VC and VN, have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO accession number GSE117764).

### RNA-Seq data analysis

The computational analysis of the RNA-seq output data was carried out as described previously [79] with a few modifications. The quality of the sequencing reads (Fastq output file) was checked using FastQC (Version 0.11.5). The sequences corresponding to the Illumina small 5′ and 3′ adapters (GATCGTCGGACT and TGGAATTCTCGG) were trimmed using CutAdapt [80] and additional filtering was carried out with Trimmomatic (Version 0.36) [81] using default parameters of the software. The quality of the processed output files for both the samples (VC and VN) was again checked using FastQC [82]. Reference-based alignment of the output reads was performed individually for both the samples with Bowtie 2.1.0 [38] using *A. brasilense* Sp245 (GenBank Assembly accession: GCA_000237365.1) as the reference genome. The mapped reads obtained in the BAM files were filtered on the basis of size i.e.; 50-500 bp using an in-house shell script. The data was then analysed for differential gene expression between VC and VN samples by using Cufflinks (v2.1.1 suite pipeline). Cuffmerge and Cuffdiff tools were used to estimate the transcript abundances and differential gene expression. Cufflinks analysis produced scaled expression in the form of fragments per kilobase per million (FPKM). The statistical significance of the differences in FPKM values in the samples was assessed using the paired Wilcoxon test.

### *In-silico* prediction of novel sRNAs

sRNAscanner [83] identifies intergenic sRNA transcriptional units in completely sequenced bacterial genomes based on the transcriptional signals. This tool was used to predict sRNAs restricted to the intergenic regions in *A. brasilense* Sp245 genome with all the parameters set at default values, i.e. 3 provided input matrices: 35box_sRNA.matrix (cut-off: 2), 10box_sRNA.matrix (cut-off: 2), terminator.txt.matrix (cut-off: 3); spacer range between [− 35] & [− 10] promoter boxes: 12–18; unique hit value: 200; minimum cumulative sum of score (CSS): 14 and sRNA length for prediction: 40–350 nucleotides.

### mRNA target prediction

IntaRNAv2.0, [44] facilitates the process of putative target prediction in bacteria, based on features such as conservation of the sRNA and its accessibility, of the mRNA and hybridization energy. The mRNA targets of the validated sRNAs were predicted using IntaRNAv2.0, with default parameters, i.e. nucleotides (NTs) upstream: 75, NTs Downstream: 75, seed length: 7, sRNA folding window size: 150, and *P*-value threshold set at 0.05.

### Prediction of secondary structure and homology search

The secondary structure of the sRNAs was predicted using Mfold web server [84] with default folding temperature of 37 °C. Homology search was carried out for the predicted sRNAs in Bacterial Small Regulatory RNA Database (BSRD) [85] and Rfam database [86]. sRNA with no known homologs were considered as novel sRNAs.

### Conserved motifs and promoter prediction

The conserved motif prediction was carried out using MEME Suite [87] which discovers the novel, ungapped motifs in the nucleotide sequence. Putative promoters and terminator sequences in the predicted sRNA genes were identified using BPROM [43] and FindTerm [88] (software available from SoftBerry), respectively, using default parameters (energy threshold value for FindTerm was − 11). BPROM is a bacterial σ70 promoter recognition program having high accuracy and specificity while FindTerm recognizes the rho-independent terminators.

### sRNA enrichment and northern blot analysis

sRNA enrichment of the isolated RNA preparation from wild-type bacterium *A. brasilense* Sp245 was carried out by adding 5% PEG and 0.5 M NaCl to the sample and incubated overnight at − 80 °C. The sample was centrifuged at maximum speed for 10 min and to the supernatant, 2.5 volume ethanol (100%) and one-tenth volume of 3 M sodium acetate was added. After centrifugation at maximum speed for 30 min, the supernatant was discarded, and the pellet was washed with 1 ml ethanol (80%). Post drying, the pellet was resuspended in 10 μl DEPC water.

The sequences of the probes used for sRNA candidate detection and validation are listed in Additional File 3. The probes were labelled using Biotin DecaLabel DNA Labeling Kit (ThermoFisher Scientific). After electrophoresis on 6% polyacrylamide gel containing 6 M urea, enriched RNA (50 μg in each lane) was electrotransferred onto the nitrocellulose membrane. Specific transcripts on the membranes were detected using Biotin Chromogenic Detection kit (ThermoFisher Scientific) according to the manufacturer’s instructions.

### Quantitative real-time PCRg and expression validation

Gene expression quantification was performed on a CFX-96 Touch, Real-time PCR detection system (Bio-Rad Labs, Inc.) with 50 ng cDNA template using 2x Sso Fast Eva Green Supermix Dye (Bio-Rad Labs, Inc.) with the manufacturer recommended reaction set-up. The thermal cycling conditions were optimized as per the primers designed for each sRNA and shown in Additional File 7**.** In each analysis, a No Template Control (NTC) was included and each sample was set up in triplicate. Each plate was repeated at least thrice. Relative gene expression study by qPCR was performed using 16S rDNA as the reference gene for normalization of expression (ΔΔCq) of each sRNA. The data obtained was further reported in expression fold change in control (VC) versus nitrogen starvation (VN) conditions (2^-ΔΔCq, Fig. 4). The data was statistically analysed for variance by ANOVA followed by Duncan’s Post hoc analysis at *P* ≤ 0.05. All analysis was performed with Statistical Package for Social Sciences (SPSS ver. 22.0 for Windows).

## Supplementary information

Additional File 1. Table showing the quality check of the raw sRNA sequencing data files.

Additional File 2. 

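Each sheet of this file gives one transcript per line with its locus, its FPKM in VC and in VN, the log2 ratio of the FPKM values, a test statistic, a p-value and a q-value from Cuffdiff. An FPKM is the number of fragments of a transcript set against the length of the transcript and the depth of the library. With 1 library per condition, Cuffdiff has no replicates from which to estimate the spread between cultures. The sheet with the 59 sRNAs has a further column, FDR, and was read in its first 34 lines. In these, the paper's FDR is between 0.0812 and 0.0818 times its q-value. The paper's q-values of the 59 sRNAs are 0.115 or larger, and its largest FDR among the 34 is 0.0494. Among the 59 sRNAs, 39 have the start and end of a gene whose raw counts were used here.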

Worksheets showing details of the curated, 3860 candidate sRNAs differentially expressed between samples VC and VN, |the 468 candidate sRNAs that conform to the size requirement of 50-500 bp and the 59 candidate sRNAs from the 468 sRNAs that are significantly, differentially expressed between samples VC and VN.

Additional File 3. Northern Blotting for candidate sRNAs. Table 3A - Probes used for Northern Blotting and Table 3B - Validation of sRNA expression using northern blot analysis.

Additional File 4. Motifs, promoters and terminators predicted for the 59 significantly differentially expressed sRNAs.

Additional File 5. Details of the targets predicted for the 59 significantly expressed sRNAs. The table highlights target details and score for each category of targets for all sRNAs as well as upregulated/downregulated target mRNA details.

Additional File 6. 

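InterProScan searches a translated sequence for known protein domains and families, and the sRNAs of this file had no hit. The file gives for each of them its position, its sequence, its direction of regulation and the categories of its predicted targets. Of the 8 sRNAs among them without an exactly matched gene in the count files, AbSp_39, AbSp_64 and AbSp_332 are covered by a gene. The gene that covers AbSp_332 had 41 counts in VC and 59 in VN, a log2 ratio of 0.40 (95% interval −0.20 to 1.01), so its direction was left open by the counting error.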

Details of the 14 sRNAs with no InterProScan hits and their respective mRNA target categories and scores.

Additional File 7. Details of Sixteen sRNAs validated by qRT-PCR based differential expression analysis.

## Data Availability

The small RNA-seq data has been submitted to the National Center for Biotechnology Information (NCBI) Gene expression Omnibus (GEO) with accession number GSE117764.

## Abbreviations

sRNA: small RNA
FPKM: Fragments per kilobase transcript per million mapped reads
BSRD: Bacterial Small Regulatory RNA
SAM: Sequence alignment map
RIN: RNA Integrity Number
PHB: Polyhydroxybutyrate
PGPB: Plant Growth-Promoting Bacteria
PAB: Plant associated bacteria

# Supplementary material for: Genome-wide identification of Azospirillum brasilense Sp245 small RNAs responsive to nitrogen starvation and likely involvement in plant-microbe interactions
**Source:** BMC Genomics. 2020 Nov 23;21:821. doi: 10.1186/s12864-020-07212-7
**Supplement:** Supplementary file 1 — Table showing the quality check of the raw sRNA sequencing data files.

**SUPPLEMENTARY FILES**

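The first additional file counts the bases of the raw reads of each library before trimming. From the base counts in it, G made up 47.8% of the bases of the forward reads and 52.8% of the reverse reads of VC, and 49.8% and 54.8% in VN, whereas C made up 19.1%, 16.4%, 17.4% and 14.6% of the same reads. These raw reads preceded the adapter trimming and quality filtering from which the aligned reads and the counts were made.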

**Additional File 1**: Quality check of the raw sRNA sequencing data files.

| **Sample_name** | **VC_R1**^a^ | **VC_R2**^b^ | **VN_R1**^a^ | **VN_R2**^b^ |
| --- | --- | --- | --- | --- |
| Total_number_of_bases | 2500226743 | 2500226743 | 4107297093 | 4107297093 |
| Total_number_of_reads | 16557793 | 16557793 | 27200643 | 27200643 |
| %_bases_>=Q20 | 93.68 | 89.07 | 94.02 | 89.91 |
| %_bases_>=Q30 | 90.98 | 84.88 | 91.36 | 86.18 |
| Average_read_length | 151 | 151 | 151 | 151 |
| Max_read_length | 151 | 151 | 151 | 151 |
| Min_read_length | 151 | 151 | 151 | 151 |
| Number_of_base_A | 435262144 | 408208022 | 734502131 | 671241263 |
| Number_of_base_T | 390180937 | 360672790 | 610358575 | 576771451 |
| Number_of_base_G | 1195768531 | 1318940570 | 2046469896 | 2251429162 |
| Number_of_base_C | 478691537 | 409420385 | 715163546 | 600913088 |
| Number_of_base_N | 323594 | 2984976 | 802945 | 6942129 |
| GC_content_% | 66.97 | 69.13 | 67.24 | 69.45 |

^a^VC_R1 and VN_R1 represent the forward reads for non-stressed (VC) and stressed (VN) samples, respectively.

^b^VC_R2 and VN_R2 represent the reverse reads for non-stressed (VC) and stressed (VN) samples respectively.

Note: The RNA concentration and RNA Integrity Number (RIN) for sample VC was 979ng/µL and 10, respectively; and for sample VN was 1447.6ng/ µL and 9.5, respectively.

RIN values depict the quality of the RNA and range from 10 (intact) to 1 (totally degraded).

# Supplementary material for: Genome-wide identification of Azospirillum brasilense Sp245 small RNAs responsive to nitrogen starvation and likely involvement in plant-microbe interactions
**Source:** BMC Genomics. 2020 Nov 23;21:821. doi: 10.1186/s12864-020-07212-7

**Additional File 3A**: Probes used for northern blotting validation of *Azospirillum brasilense* sRNAs in this study.

| **sRNA candidate** | **Probe Sequence** |
| --- | --- |
| AbSp_4 | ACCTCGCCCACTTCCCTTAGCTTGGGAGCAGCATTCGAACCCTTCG |
| AbSp_22 | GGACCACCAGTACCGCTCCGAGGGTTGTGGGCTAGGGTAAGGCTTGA |
| AbSp_13 | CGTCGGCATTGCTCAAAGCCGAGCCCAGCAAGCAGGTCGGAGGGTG |
| AbSp_153 | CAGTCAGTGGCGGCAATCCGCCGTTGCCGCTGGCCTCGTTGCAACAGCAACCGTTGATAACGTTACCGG |
| AbSp_459 | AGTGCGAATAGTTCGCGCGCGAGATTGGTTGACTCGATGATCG |
| AbSp_460 | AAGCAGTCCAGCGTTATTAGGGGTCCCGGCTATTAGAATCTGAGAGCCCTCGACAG |
| AbSp_461 | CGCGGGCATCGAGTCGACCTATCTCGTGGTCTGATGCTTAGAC |
| AbSp_462 | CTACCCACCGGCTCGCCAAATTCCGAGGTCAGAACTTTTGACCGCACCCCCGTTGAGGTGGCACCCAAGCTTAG |
| AbSp_463 | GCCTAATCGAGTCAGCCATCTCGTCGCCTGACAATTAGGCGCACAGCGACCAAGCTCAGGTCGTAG |
| AbSp_464 | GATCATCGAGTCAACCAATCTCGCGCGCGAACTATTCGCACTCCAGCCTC |
| AbSp_466 | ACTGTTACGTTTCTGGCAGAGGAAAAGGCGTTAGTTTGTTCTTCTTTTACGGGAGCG |
| AbSp_465 | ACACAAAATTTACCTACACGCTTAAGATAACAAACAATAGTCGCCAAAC |

**Additional File 3B:** Validation of sRNA expression using northern blot analysis of the selected sRNA candidates retrieved from RNA-seq and *in-silico* study. Arrows indicate predominant bands. The size of the sRNA was estimated by comparing to GeneRuler Low Range ladder (ThermoFisher Scientific, USA), which is indicated on left of each picture.

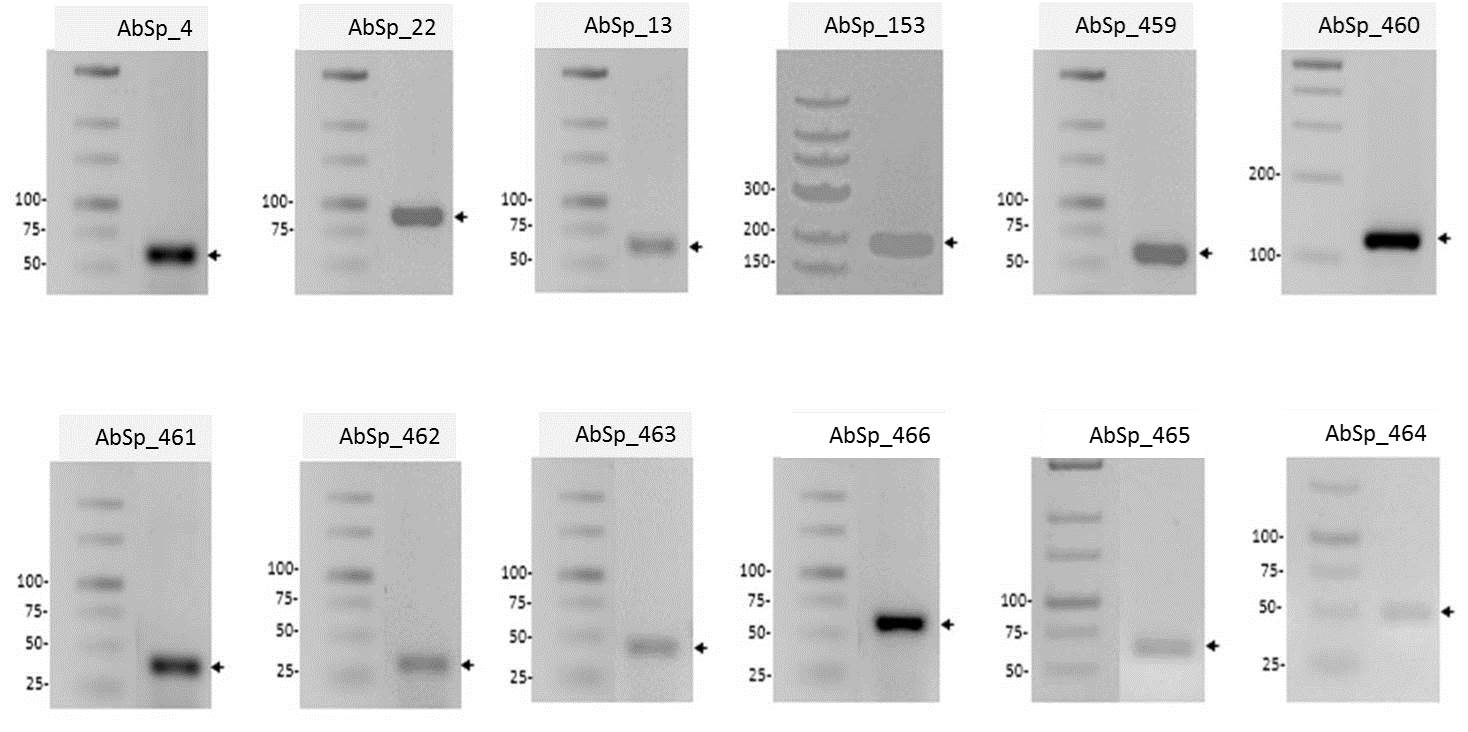

**Supplement:** Supplementary file 3 — Northern Blotting for candidate sRNAs. Table 3A - Probes used for Northern Blotting and Table 3B - Validation of sRNA expression using northern blot analysis.

How the deposited data were processed for this re-analysis (not part of the article)

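Total RNA of A. brasilense Sp245 grown with the full strength of nitrogen (VC) or with 0.5 of it (VN) had been made into small RNA libraries and sequenced in pairs of reads, with 1 library per condition. According to the methods, the authors removed adapters with CutAdapt, filtered reads with Trimmomatic, aligned them with Bowtie 2.1.0 to the genome assembly named in Table 2, kept aligned reads of 50 to 500 bp and ran Cufflinks, Cuffmerge and Cuffdiff. The deposited values are raw counts of reads per annotated gene, which the authors obtained with featureCounts, as the layout of the tables shows, without normalization. Its version and settings are not given in the sources used here. Counts of genes that overlap each other or have near-identical copies, such as rRNA and tRNA genes, depend on those settings.

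The library totals were 3775040 counts in VC and 4107717 in VN, which sets the limit of a count of 0, taken as 3 counts, at 0.795 and 0.730 CPM. The 10 genes with the most counts held 9.50% of the VC total and 18.6% of the VN total. The main scaling was the total of the counts on genes, chosen because the methods report values scaled to depth. An FPKM is scaled to the mapped reads, of which the counts on genes are a part, and scaling to the filtered read pairs, which is among the alternatives, lowers each log2 ratio by 0.37. For each gene the log2 ratio VN over VC and its exact 95% interval were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A gene was called higher or lower when the whole interval lay beyond a ratio of 1. The size rule asked in addition for at least a 4-fold ratio, among genes with at least 10 counts over both libraries. With 1 library per condition no test of edgeR or DESeq2 was run, there is no replicate check, and edgeR 4.0.16 and DESeq2 1.42.0 under R 4.3.3 served only for alternative scaling factors. The intervals were tested on simulated data drawn from the mean share of each gene and the library totals. They covered the true ratio of 96.0% of 6549 simulated genes and called 4.05% of the 6352 unchanged genes. The size rule took in 2 unchanged genes and recovered 98.5% of the 197 genes changed by a known fold. That fold was set above the 4-fold limit, so a high recovery followed from the setting. The simulated libraries held counting error alone, so these rates do not cover variation between cultures or copies made by PCR.

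The design set before the data were examined foresaw matching the sRNAs of the paper to genes by identifier. The tables list genes by a running number and carry no such identifiers, so identical start and end on the same replicon took the place of the identifier, and the foreseen alternative, a gene that covers at least 80% of the sRNA, was kept. Start positions in Additional File 2 count from 0 and were raised by 1. Names of genes were taken from Additional File 2 for loci with the same position, of which the copy used holds the first 1999 of 3860 rows of the longest sheet. The reference table of the species belongs to another assembly, ASM311919v2, shares no identifiers with the files, and was used for the lengths of rRNA and tRNA genes alone. Genes of 116 bp were taken as 5S length. Genes within 10 bp of the reference length of 16S or 23S rRNA, with a length that is not a multiple of 3 and a place within 5000 bp of another gene of rRNA length on the same strand, were taken as 16S and 23S length, which gave lengths of 1490, 1493 and 2753 bp, and a gene of 2010 bp between a 16S-length and a 5S-length gene was added to the 23S class. Genes of 74 to 94 bp were taken as tRNA length.

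A set of genes to be named was fixed before the data were examined, although Table 3 and the values of the supplement had been seen by then. Table 3 sRNAs outside this set, such as AbSp_390 and AbSp_73, were named as examples because of their counts. The fixed set holds the sRNAs that the paper names for the northern blots, the qRT-PCR, Table 5 and its results text. The rest of Table 3 was to be summarised as lists. The set also holds FlgC, the nifH, nifD and nifK genes and the 5 genes with the most counts in each library. It further holds the 5 with the largest and the 5 with the smallest ratio outside Table 3 among genes with at least 100 counts. Since the files do not pair most of these genes with names, single genes without a name are reported as ranges apart from 1 that rose and 1 that fell. No gene was identified as FlgC. Lists of nif, flagellar, chemotaxis, nitrogen regulation, PHB, ribosomal protein and tRNA genes were also fixed beforehand. The tables named 8 nif and 7 flagellar genes, draG, rpsR and rpsU, and no chemotaxis or PHB gene. Random lists, 10000 per list and matched on abundance, were drawn for the lists of Table 3 and for tRNA length, but not for lists that rest on the shortened sheet.

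Alternatives chosen before the data were examined were scaling by the TMM factors of edgeR, by the median-of-ratios factors of DESeq2, by the total without rRNA and tRNA lengths, by the upper quartile of counted genes and by the filtered read pairs of Table 2, a minimum of 1 or of 100 counts, a 2-fold size limit, prior counts of 0.5 for lists and of 5 for single genes, detection from 10 counts, the VN library thinned to the VC total, matching by position, and shares of the read pairs in place of shares of the counts. Scaling by the total of the genes of 16S length, chosen because the qRT-PCR of the paper used 16S rDNA as its reference, and by the total of the genes of 5S length were added after the data had been seen. The biochemical assays, northern blots, qRT-PCR and target predictions have no values in the count tables and were not analysed here.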

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

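All tests of explanations in this part were chosen after the results were seen, and with 1 library per condition none of the patterns has a replicate check.

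A block of 32 adjacent genes on NC_016595, from 722393 to 767638, stood out in data that the paper does not discuss. It was found by starting from the gene with the most counts in VC and extending over its neighbours as long as they had at least 100 counts in VC. The block held 8.71% of all VC counts (exact 95% interval 8.68% to 8.74%) and 2.33% of the VN counts, a log2 ratio of −1.90 (−1.91 to −1.89). The median inside the block was 5860 counts per kilobase in VC against 28.8 over the 10 genes on each side, and 1642 against 40.2 in VN. The contrast in VC follows in part from the rule by which the block was extended. In VN, which that rule did not use, the highest flanking gene had 387 counts and the lowest gene of the block 155. Of the 32 genes, 31 were lower in VN, with log2 ratios from −2.91 to −0.51, and 1 was higher, with 0.80. A loss of copies of the whole replicon is argued against by its other genes, whose median log2 ratio was 0.31 over 641 genes. The scaling is argued against as well, since the block stayed lower under each scaling chosen beforehand, at −1.54 or below. All 6 genes on the minus strand were lower, as were 25 of the 26 on the plus strand. A candidate explanation for this is that the block, as a mobile or inducible element, had fewer copies in the VN culture, but fewer transcripts from an unchanged number of copies would give the same counts, so both cannot be told apart here, where neither DNA nor the names of the genes in the block were at hand. Whether the nitrogen supply or another difference between the cultures lies behind it was not tested.

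The counts on genes of 16S length rose by 2.71 on the log2 scale (95% interval 2.70 to 2.73) and those of 23S length or place by 2.00 (1.99 to 2.01), in each of the 8 genes, while the 5S length rose by 0.11. Of the 6 genes of 5S length only 2 were higher, and the largest ratio was 0.52, for AbSp_22. It is not known how reads shared between near-identical rRNA copies were counted, so the genes of a class are not independent observations. The paper does not report on 16S and 23S rRNA in these libraries. More of all rRNA in VN is argued against by the 5S value of 0.11, as the ribosome holds these RNAs in equal number. More fragments of every long RNA in VN is argued against by the other 1030 genes of at least the 16S length, whose median log2 ratio was −0.44. More fragments of 16S and 23S rRNA alone, from breakage of rRNA in the cells or during the preparation, may explain the gap of 2.61 between 16S and 5S length, and this stays open because the tables give 1 count per gene and no position within it. The RNA integrity numbers that the paper gives, 10 for VC and 9.5 for VN, do not decide it either. A response of the cells to less nitrogen also stays open and was not tested.

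The largest ratio outside Table 3, by the rule fixed beforehand, was that of gene4748 on NC_016618, from 378729 to 380015, with 59 counts in VC and 16102 in VN, a log2 ratio of 7.97 (95% interval 7.60 to 8.36). A rise of the whole region by a like factor is argued against by the 2 genes on each side, whose ratios lay between 0.54 and 1.53 with a median of 1.05. All 4 were above 0, so a far smaller rise shared by the region stays open. The gene held 0.392% of the VN counts. A single fragment that was amplified more than others could give this count, and it cannot be told apart from a transcript of the gene because the counts carry no positions. The 5 largest ratios lay between 6.33 and 7.97. A biological response was not tested.

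The smallest ratio outside Table 3 was that of gene6162 on NC_016596, from 306581 to 308080, with 4481 counts in VC and 60 in VN, a log2 ratio of −6.34 (−6.74 to −5.98). The nearest gene on either side was lower too, at −3.98 and −2.42, and the next ones lay at 0.59 and 0.56. The median of −0.93 over these 4 genes decides nothing, since they go both ways, so that a fall shared with the nearest genes stays open. The 5 smallest ratios lay between −6.34 and −5.31. The files give no names for these genes, and no biological explanation was tested.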

How the results depend on the processing

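The scalings by the genes of 16S and of 5S length were chosen after the data were seen, and all other alternatives before. No paired analysis was possible because each condition has 1 library. Of the 86 values that answer a comparison under alternatives chosen beforehand, 76 stayed within 1.5 times the main count or within the main interval, 10 moved beyond it and none reversed. The balance of higher to lower genes is not among the 86 values, and it did tip over. By the size rule, 542 genes were higher and 410 lower in the main scaling, against 379 and 725 under the read pairs. Calls without the size limit went from 1997 higher and 2732 lower to 2668 and 2084 under the upper quartile.

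Relative to the total of the counts, the TMM factors shift all log2 ratios by 0.18, the DESeq2 factors by 0.14, the total without rRNA and tRNA lengths by 0.25, the upper quartile by 0.36, the filtered read pairs by −0.37, the 5S length by −0.11 and the 16S length by −2.71, and the median of all genes, −0.15 in the main scaling, moves with them.

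Under the read pairs, 8 sRNAs of the down-regulated list of Table 3 were lower in VN instead of 5, and 725 genes were lower by the size rule instead of 410. Under the upper quartile, 253 genes were lower by the size rule, and the median of the genes of tRNA length rose from 0.72 to 1.07. Matching by position gave 8 lower sRNAs of the down-regulated list, since it adds 4 sRNAs, of which 3 were lower. With a 2-fold limit the size rule held for 1295 higher and 1538 lower genes, as a lower limit admits more genes. Requiring 10 counts for detection gave 2 sRNAs in VN only. Set against the number of read pairs, the counts on rRNA and tRNA lengths equal 6.56% in VC and 12.7% in VN instead of 9.59% and 24.0%. No sRNA of the up-regulated list was lower and none of the down-regulated list was higher under any of the scalings chosen beforehand or with matching by position. For the filters of 1 and of 100 counts, the thinned VN library and the prior counts of 0.5, each value stayed within 1.5 times the main count or within the main interval. A scaling moves each call through its shift alone.

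Among the named genes and classes with an interval on 1 side of 0, 4 small differences changed sign under alternatives chosen beforehand. AbSp_4 went to −0.10, AbSp_463 to −0.035 and the genes of 5S length together to −0.26 under the read pairs, and AbSp_466 went to 0.10 under the upper quartile. Of those left open by the counting error, AbSp_459 went from 0.02 to −0.34 under the read pairs and AbSp_252 from −0.31 to 0.04 under the upper quartile. With a prior count of 5, 47 of the 48 named values stayed inside their counting interval.

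Scaling by the 16S length, whose counts rose in VN, turned most results downwards. Of the up-regulated list 15 sRNAs were then higher and 7 lower, and all 10 of the down-regulated list were lower. The list medians became 0.85 and −3.87 for the lists of Table 3, −1.77 for nif, −4.18 for flagellar and −2.00 for tRNA length. The ratio changed sign for AbSp_13 and AbSp_461 (−1.72), AbSp_2 (−1.05), AbSp_22 (−2.19), AbSp_4 (−2.45), AbSp_8 (−1.83), AbSp_462 (−1.10), AbSp_463 (−2.38), nifK (−1.77) and nifD (−1.45), for 5 of the most counted genes (−2.15, −0.49, −0.85, −0.78 and −0.088), and, among those that were open, for AbSp_64 (−1.46), AbSp_65 (−1.84), AbSp_459 (−2.69) and nifH (−2.32). Under the 5S length only the open AbSp_459 changed sign, to −0.08.

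Depth limited the sRNAs with few counts. The open sRNAs of the up-regulated list had at most 12 counts in both libraries together, and AbSp_314 was open with 2 counts in VC and 10 in VN.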

Differences from the paper's values

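The scalings by the 16S length and by the 5S length were chosen after the values were seen. The other alternatives named here were chosen before.

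Of the 10 down-regulated sRNAs of Table 3 with an exact match, all lower in VN by the paper's FPKM, 5 were lower by the counts, the others being open. The number was 8 under the filtered read pairs, which is within 1.5 times the paper's, and 5 under the TMM factors, the DESeq2 factors and the total without rRNA and tRNA lengths, 4 under the upper quartile and 8 of 14 with matching by position, which are not. Scaling by the 16S length, chosen after seeing the values, made all 10 lower, but of the 29 matched up-regulated sRNAs 15 instead of 23 were then higher and 7 were lower.

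The paper gives an FPKM of 0 in VC to 9 of the exactly matched sRNAs, and 0 of them had no count in VC. The same holds for the 2 matched sRNAs with an FPKM of 0 in VN, of which 0 had no count there. With at least 10 counts required for detection, 7 of the 9 and both of the 2 were not detected, which is within 1.5 times the paper's number. Most of these were below 10 counts in the other library as well. At that limit only 2 of the exactly matched sRNAs of Table 3 were detected in VN only and 0 in VC only, so expression in 1 condition alone was mostly not recovered. Thinning the VN library to the VC total left both numbers of undetected sRNAs at 0. The paper's text gives 16 sRNAs found only in VN and 4 not found in VN, and those beyond the 9 and the 2 have no gene with the same start and end.

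For single sRNAs the paper's log2 ratio of FPKM and the log2 ratio of counts differed by more than the counting error in 9 of the 10 named sRNAs that were compared. The FPKM values are on assembled transcripts and the counts on annotated genes, so they need not rest on the same reads. The paper's ratio is 3.55 for AbSp_2 against 1.67 from the counts, 3.77 for AbSp_8 against 0.88, 4.69 for AbSp_239 against 3.57, 3.12 for AbSp_345 against 5.16, −6.41 for AbSp_149 against −0.66, and −0.56 for AbSp_4 against 0.26, and for these 6 sRNAs none of the alternatives brought the value within the counting error of the paper's. AbSp_13, with 0.61 in the paper against 1.00, came within it under the read pairs (0.63) and under no other alternative. AbSp_22, with 0.87 against 0.52, did so under the upper quartile alone (0.88). AbSp_308, with 4.73 against 5.15, did so under the read pairs (4.79) and with a prior count of 5 (5.04), but not under the other scalings chosen before, and it did so under the 5S length, chosen after seeing the values (5.05), which leaves 23 of the 29 up-regulated sRNAs higher, as many as in the main scaling, and 6 of the 10 down-regulated ones lower. For AbSp_449 the paper's 5.38 and the 5.14 of the counts lay within the counting error, except under the read pairs (4.77) and under the 16S length (2.42). In the main scaling the direction was the same in 9 of these 10 sRNAs, the exception being AbSp_4. Under the read pairs AbSp_4 went to −0.10, which is the paper's direction.

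The text calls the 59 sRNAs significant after correction for false discovery, whereas the paper's q-values for them are 0.115 or larger. The FDR column that the paper uses in their place is 0.0812 to 0.0818 times the q-value in each of the 34 sRNAs of the shortened sheet, with a largest value of 0.0494.

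For the 14 sRNAs without a protein domain, the paper's text and Additional File 6 give more down- than up-regulated ones, while the FPKM values of Table 3 give 8 up and 6 down. By the counts 4 of the 6 matched ones were higher in VN, 0 were lower and 2 were open. The number of sRNAs of 50 to 500 bp is 468 in the paper's text and in Additional File 2, and 458 in Table 2.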

Other observations

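All tests of explanations in this part were chosen after the results were seen.

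The 2 libraries differed by more than the counting error in 71.9% of the genes with at least 10 counts. Noise of each gene on its own, such as the counting error itself or uneven ligation or amplification, is argued against as the whole cause by neighbouring genes. Over 981 pairs of adjacent genes that lie 200 to 2000 bp apart and have at least 100 counts each, the Spearman correlation of the log2 ratios was 0.24, beyond the range of −0.10 to 0.11 in 1000 shuffles. The ratio fell somewhat with gene length, from a median of 0.09 in the shortest 10% of the genes to −0.54 in the longest 10%, with a Spearman correlation of −0.11 over 6570 genes. After each gene was set against the median of genes of like length, 71.9% still differed, so the trend is not the whole cause. What remains open, without a second library of either condition, is how much of the spread comes from the nitrogen supply and how much from any other difference between 2 cultures and 2 library preparations.

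In Table 1, nitrogenase activity was higher in cultures with 0.5 of the nitrogen. That is enzyme activity in separate cultures, grown until a pellicle had formed, and not in the 12 h cultures of the libraries. In the libraries, nifD had 39 counts in VC and 102 in VN, a log2 ratio of 1.27 (95% interval 0.72 to 1.84), nifK 34 and 71, a ratio of 0.94 (0.33 to 1.58), and nifH 37 and 53, a ratio of 0.40 (−0.24 to 1.04), which is open. Of the 8 genes with a nif name in the part of the table that was used, 4 were higher, 0 were lower and 4 were open, with a median of 0.94 over the 7 with at least 10 counts. Each of these ratios is relative to the total counts, and the median was −1.77 under the scaling by the 16S length, which was also chosen after the data were seen. Small RNA libraries hold fragments of mRNA, so these counts are not a measure of intact mRNA. The counts of nifD, nifK and nifH were below the median count of either library, 152 in VC and 144 in VN.

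The paper names a flagellar protein among the predicted targets of up-regulated sRNAs. A run of adjacent flagellar genes on the chromosome was lower in VN, with 699 counts in VC and 144 in VN for flgF (log2 ratio −2.40, 95% interval −2.67 to −2.14), 666 and 111 for flgG (−2.71, −3.01 to −2.41) and 550 and 134 for flgA (−2.16, −2.44 to −1.88). A second gene named flgF, on NC_016596, had 14 and 34 counts and was higher (1.16, 0.22 to 2.17). The other flagellar genes with a name in the table, flgK, motA and fliQ, were open. The gene of the target itself was not identified by name in the files. Among the other lists, draG had 148 and 118 counts, rpsR 96 and 68, and rpsU 21 and 46.

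The 6 genes of 5S length had nearly the same number of counts in VC, from 26201 to 28541. In VN, 5 of them had 28556 to 31133 counts, and AbSp_22 had 41189.

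The qRT-PCR of the paper used 16S rDNA as its reference. When the counts were scaled by the genes of 16S length, AbSp_2, AbSp_64 and AbSp_65, listed as up-regulated, fell below 0, to −1.05, −1.46 and −1.84, of which AbSp_64 and AbSp_65 had been open, while AbSp_449 and AbSp_239 stayed above it. These counts come from short fragments in a small RNA library, which need not follow the 16S rRNA that a reverse transcription of total RNA measures.

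In the list of northern probes, 42 bases of the 50-base probe for AbSp_464 are the reverse complement of the 43-base probe for AbSp_459, a 5S rRNA gene. The probe of AbSp_465 matches in all 49 bases the complement, read in the same direction, of the sequence that Table 4 gives for AbSp_464.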
